# The developing epicardium regulates cardiac chamber morphogenesis by promoting cardiomyocyte growth

**DOI:** 10.1242/dmm.049571

**Published:** 2022-10-19

**Authors:** Giulia L. M. Boezio, Shengnan Zhao, Josephine Gollin, Rashmi Priya, Shivani Mansingh, Stefan Guenther, Nana Fukuda, Felix Gunawan, Didier Y. R. Stainier

**Keywords:** Cardiomyocytes, Cell growth, Epicardium, Heart development, Inter-tissue crosstalk, Zebrafish

## Abstract

The epicardium, the outermost layer of the heart, is an important regulator of cardiac regeneration. However, a detailed understanding of the crosstalk between the epicardium and myocardium during development requires further investigation. Here, we generated three models of epicardial impairment in zebrafish by mutating the transcription factor genes *tcf21* and *wt1a*, and ablating *tcf21^+^* epicardial cells. Notably, all three epicardial impairment models exhibited smaller ventricles. We identified the initial cause of this phenotype as defective cardiomyocyte growth, resulting in reduced cell surface and volume. This failure of cardiomyocyte growth was followed by decreased proliferation and increased abluminal extrusion. By temporally manipulating its ablation, we show that the epicardium is required to support cardiomyocyte growth mainly during early cardiac morphogenesis. By transcriptomic profiling of sorted epicardial cells, we identified reduced expression of FGF and VEGF ligand genes in *tcf21^−/−^* hearts, and pharmacological inhibition of these signaling pathways in wild type partially recapitulated the ventricular growth defects. Taken together, these data reveal distinct roles of the epicardium during cardiac morphogenesis and signaling pathways underlying epicardial-myocardial crosstalk.

## INTRODUCTION

The epicardium is the last layer to incorporate into the heart during development. Epicardial cells (EpiCs) delaminate from the extra-cardiac proepicardial organ (PEO) and attach to the naked myocardium as free-floating cells owing to the physical properties of the pericardial fluid (Rodgers et al., 2008; Peralta et al., 2013). The epicardium forms a mesothelial layer that completely envelops the heart, then undergoes epithelial-to-mesenchymal transition (EMT) and gives rise to various epicardial derived cells (EPDCs) (Smith et al., 2011; Acharya et al., 2012; Smits et al., 2018). Although the epicardium becomes dormant after undergoing EMT, it reactivates after cardiac injury and upregulates developmental genes as well as new gene regulatory networks (Weinberger et al., 2021 preprint), and subsequently regenerates (van Wijk et al., 2012; Masters and Riley, 2014; Cao and Poss, 2018).

The epicardium has received great attention because of its ability to differentiate into a multitude of cell types during cardiac repair and its role as a source of paracrine signals that promote wound healing (Masters and Riley, 2014; Cao and Poss, 2018). However, a detailed understanding of the epicardial-myocardial crosstalk has proven more elusive. As the factors involved in epicardial-myocardial signaling identified to date, including components of the fibroblast growth factor (FGF) and insulin growth factor (IGF) signaling pathways, are expressed in both developmental and regenerative contexts (Pennisi et al., 2003; Lavine et al., 2005; Brade et al., 2011; Li et al., 2011; Vega-Hernandez et al., 2011), identifying the processes underlying epicardial-myocardial crosstalk during development has important implications for cardiac repair.

Defects in epicardial coverage consistently result in a common myocardial phenotype – small, underdeveloped ventricles. Ablation of the PEO in chicken embryos causes reduced cardiac size and occasional ventricular bulging (Manner, 1993; Pennisi et al., 2003; Manner et al., 2005; Takahashi et al., 2014). Similarly, in mouse embryos, mutations in several epicardial-enriched genes, including those encoding the transcription factors TCF21 and WT1, abrogate epicardial coverage, leading to a reduction in ventricular size (Moore et al., 1999; Acharya et al., 2012). Most studies to date have concluded that the major role of the epicardium is to promote cardiomyocyte (CM) proliferation (Pennisi et al., 2003; Lavine et al., 2005; Li et al., 2011) and to contribute to the ventricular mass by giving rise to EPDCs such as fibroblasts (Mahtab et al., 2009; Acharya et al., 2012). Notably, a few studies have started to challenge the view that the sole function of the epicardium is to regulate the CM cell cycle (Eid et al., 1992; Kastner et al., 1994; Takahashi et al., 2014), but they have so far been limited to using *in vitro* explants or fixed tissue sections. Deeper investigation of epicardial function in promoting myocardial growth requires a model in which the cellular phenotypes can be experimentally followed in four dimensions.

Here, we generated three models of epicardial impairment in zebrafish larvae by mutating the transcription factor genes *tcf21* and *wt1a*, and by ablating EpiCs. Leveraging the advantages of these newly established models and the amenability of zebrafish to live imaging at a three-dimensional (3D) resolution, we identified a novel role for the epicardium in promoting CM growth and determined the time window when this epicardium-to-myocardium interaction occurs. We also generated a transcriptomic dataset of epicardial-enriched factors to identify molecules important for this crosstalk. Focusing on *fgf24* and *vegfaa*, we provide evidence that they are epicardial-enriched regulators of ventricular growth.

## RESULTS AND DISCUSSION

### Generation of three zebrafish epicardial impairment models

In zebrafish, EpiCs start adhering to the myocardial wall around 52-56 h post fertilization (hpf), and cover the entire ventricle by 96-120 hpf (Fig. 1A) (Peralta et al., 2014). To study the epicardial-myocardial crosstalk, we generated three different zebrafish models with impaired epicardial coverage. First, we mutated *tcf21* and *wt1a* (Fig. S1C), two transcription factor genes enriched in the epicardium (Fig. S1A,B) (Serluca, 2008; Liu and Stainier, 2010; Peralta et al., 2014)). Our *tcf21* deletion allele contains a frameshift in the coding sequence, leading to a predicted truncated protein with an incomplete DNA-binding domain (Fig. S1C), whereas the mutation did not affect the stability of the mutant mRNA (Fig. S1D). Conversely, our *wt1a* promoter deletion led to a complete absence of *wt1a* mRNA (Fig. S1C,E). In mouse, the lack of either transcription factor leads to impaired epicardial coverage, but its impact on myocardial development is poorly understood (Moore et al., 1999; Acharya et al., 2012). We observed that in zebrafish, mutations in *tcf21* and *wt1a* also led to a reduction of *TgBAC(tcf21:*NLS-EGFP*)^+^* (hereafter referred to as *tcf21^+^*) EpiCs on the ventricular wall, as evidenced at 54 hpf and even more prominently at 76 and 100 hpf (Fig. 1B-H). However, whereas *wt1a* mutants exhibited a complete absence of *tcf21^+^* EpiCs on the ventricular wall, the epicardial coverage reduction in *tcf21* mutants was variable (Fig. 1I). This phenotypic variability is likely not due to the *tcf21* mutation leading to a hypomorphic allele, as non-cardiac phenotypes previously identified in *tcf21* mutants, including the lack of head muscles (Nagelberg et al., 2015; Burg et al., 2016), were observed with complete penetrance in our *tcf21* mutants (*n*>300 larvae). Notably, the number of outflow tract (OFT) *tcf21^+^* EpiCs appeared to be unaffected in both mutants (Fig. 1J), likely owing to the different origin of this epicardial population (Perez-Pomares et al., 2003; Weinberger et al., 2020). Next, to establish a model in which epicardial coverage could be impaired in a specific time window, we used the previously described nitroreductase/metronidazole (NTR/MTZ) system (Curado et al., 2007, 2008; Pisharath et al., 2007). By treating *TgBAC(tcf21:mCherry-NTR)* (Wang et al., 2015) embryos (*tcf21:*NTR^+^) with MTZ before the epicardium covered the ventricle (52-100 hpf; Fig. 1K), we could ablate a majority of the *tcf21^+^* EpiCs (∼67%; Fig. 1L-N), thereby establishing an inducible system that complements our two mutant models. Using the pan-epicardial marker caveolin 1 (Cav1) (Cao et al., 2016), we confirmed that *TgBAC(tcf21:*NLS-EGFP*)* expression was a reliable marker for all EpiCs, and that the loss of *tcf21^+^* cells in our models was due to an absence of EpiCs and not the loss of *TgBAC(tcf21:*NLS-EGFP*)* expression. Cav1 immunostaining was only present in ‘escaper’ ventricular *tcf21^+^* EpiCs in *tcf21^−/−^* hearts, and around the OFT in all three models (Fig. S1F-I′). Altogether, these three distinct epicardial impairment models constitute a complementary set of reagents to study the effects of epicardial impairment on cardiac morphogenesis. Moreover, the genetic models generated here will be useful to further investigate how Wt1a and Tcf21 regulate epicardial development before the onset of EMT.

**Fig. 1.**
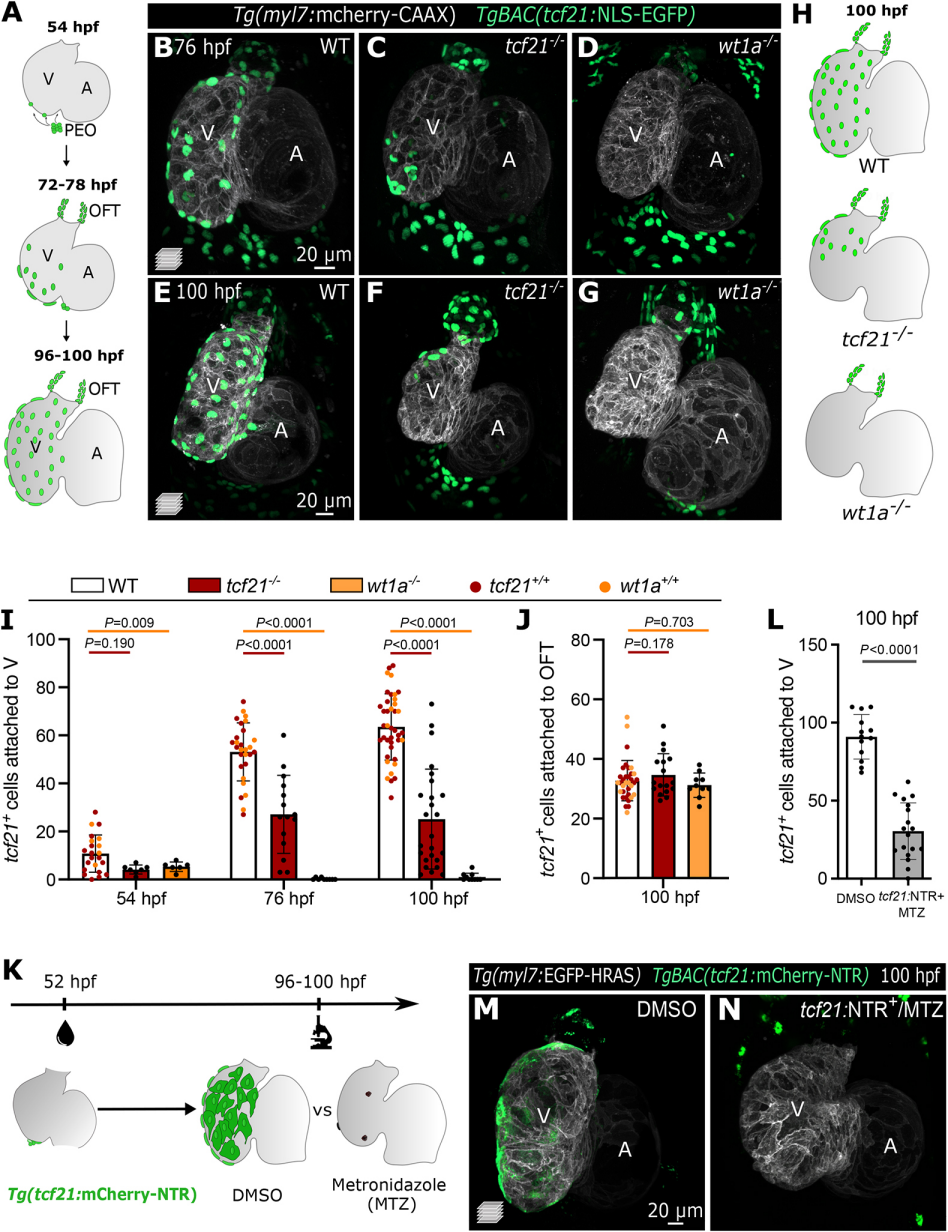
**The transcription factors Tcf21 and Wt1a are required for epicardial attachment to the ventricle.** (A) Schematic representation of the epicardial coverage of the zebrafish embryonic and larval heart. (B-G) Confocal images of 76 hpf (B-D) and 100 hpf (E-G) *Tg(myl7:mCherry-CAAX) TgBAC(tcf21:NLS-EGFP)* larvae. (H) Schematics of the epicardial coverage in 100 hpf WT, *tcf21^−/−^* and *wt1a^−/−^* larvae. Gray, myocardium; green, EpiCs. (I-J) Quantification of *tcf21^+^* EpiCs attached to the ventricular myocardium (I) and OFT (J). The colors of WT dots refer to *tcf21^+/+^* (red) and *wt1a^+/+^* (orange) siblings. Data show the mean±s.d. *P-*values were determined from unpaired two-tailed *t-*test or Mann–Whitney test (following normality test) compared with +/+ siblings of each genotype. (K) Epicardial ablation protocol using the NTR/MTZ system. (L) Quantification of *tcf21^+^* EpiCs attached to the ventricular myocardium following epicardial ablation. Data show the mean±s.d.; *P-*values were determined from unpaired two-tailed *t-*test. Controls are pooled *tcf21:*NTR^+^ DMSO-treated and *tcf21:*NTR^−^ MTZ-treated larvae (see Materials and Methods). (M,N) Confocal images of 100 hpf *Tg(myl7:EGFP-HRAS); TgBAC(tcf21:mCherry-NTR)* hearts showing the absence of EpiCs post MTZ treatment (N), compared with DMSO-treated larvae (M). WT, wild type; A, atrium; V, ventricle; OFT, outflow tract; PEO, proepicardial organ.

### Impairment in cardiomyocyte growth becomes evident before reduced cardiomyocyte proliferation when epicardial cells are lost

We next aimed to determine how epicardial impairment affects ventricular morphogenesis. Starting at 96 hpf, we observed pericardial edema in *tcf21^−/−^*, *wt1a^−/−^* and *tcf21:*NTR^+^ MTZ-treated larvae (Fig. S1J-M), together with impaired ventricular fractional shortening starting at 100 hpf (Fig. S2D). The cardiac ventricle in all epicardial-impairment models was also approximately 30% smaller than in wild type (WT; Fig. 2A-D; Fig. S2A-E). Interestingly, we observed that, from 76 to 100 hpf, the WT ventricle grew on average by 36.4% in volume, whereas the mutant ventricle started with a comparable volume at 76 hpf but failed to enlarge over time (Fig. 2E).

**Fig. 2.**
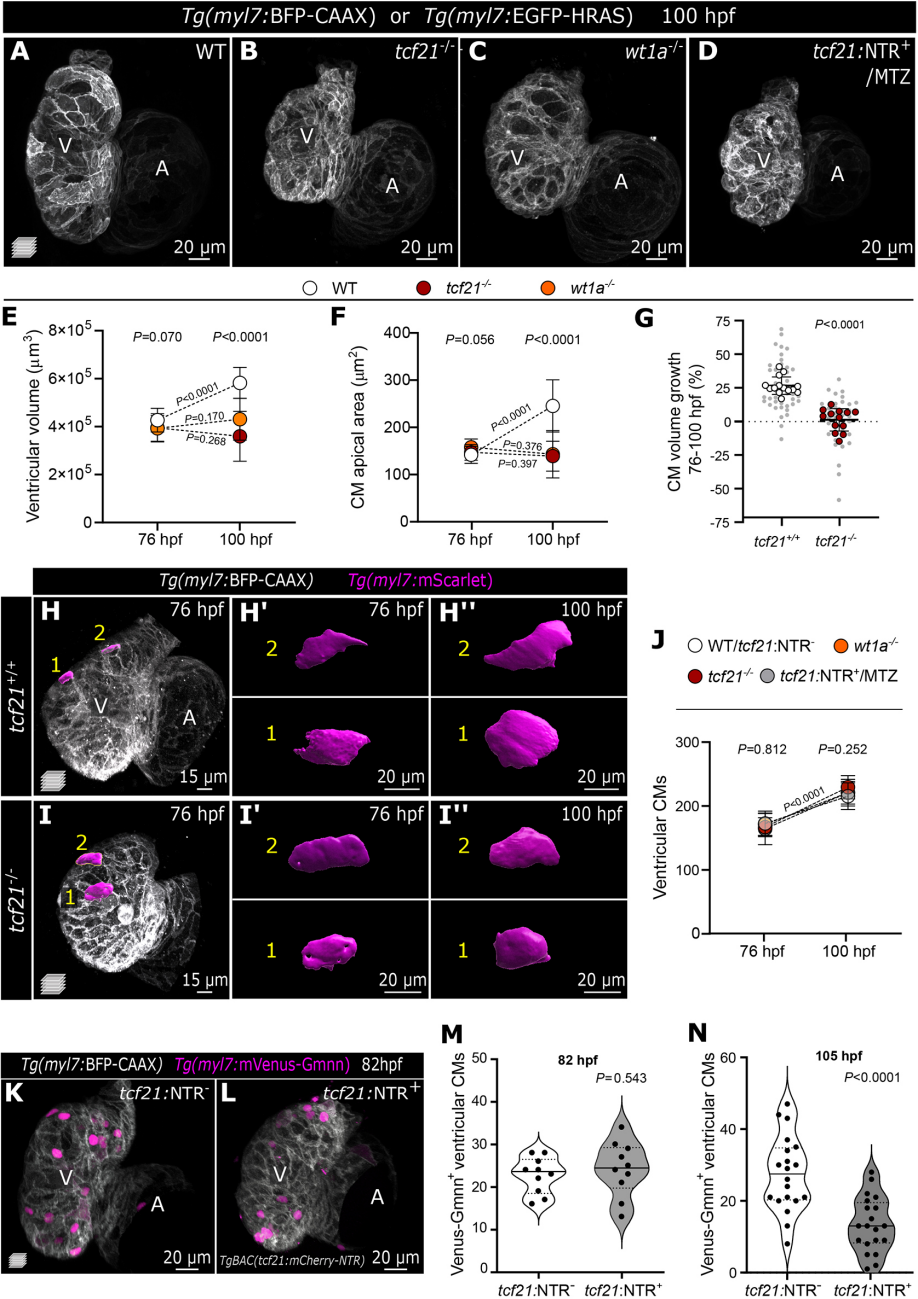
**Impaired epicardial coverage affects ventricular cardiomyocyte size increase and ventricular growth.** (A-D) Confocal images of 100 hpf WT, *tcf21^−/−^*, *wt1a^−/−^* and *TgBAC(tcf21:mCherry-NTR)^+^* (*tcf21:*NTR^+^) MTZ-treated larvae, exhibiting reduced ventricular size. (E,F) Change in ventricular volume (E) and CM apical area (F) from 76 to 100 hpf in WT, *tcf21^−/−^* and *wt1a^−/−^* larvae. (G) Percentage increase of individual CM volume between 76 and 100 hpf, measured by the *myl7:*mScarlet signal. Large dots indicate the average per larva and small dots indicate individual CMs. *P-*values were determined from unpaired two-tailed *t-*test comparing the averages per larva. (H-I″) Confocal images of *Tg(myl7:BFP-CAAX)*; *tcf21^+/+^* or *tcf21^−/−^* larva at 76 and 100 hpf (same larvae shown), injected with *myl7:mScarlet* DNA to label individual CMs. (H′-I″) 3D surface rendering of individual CMs at the two time points. (J) Changes in ventricular CM numbers from 76 to 100 hpf in WT (or *tcf21:*NTR^−^), *tcf21^−/−^*, *wt1a^−/−^* and *tcf21:*NTR^+^-MTZ treated larvae. (K-N) Confocal images and quantification of *myl7:*mVenus-Gmnn*^+^* CMs in 82 hpf (K-M) and 105 hpf (N) control (*tcf21:*NTR^−^) and *tcf21:*NTR^+^ MTZ-treated larvae. *P*-values (M,N) were determined by unpaired two-tailed *t-*test. Data show the mean±s.d. (E,F,G,J), and the solid and dotted lines (M,N) indicate the median and quartiles, respectively. *P-*values from one-way ANOVA among the three different genotypes at the same time point are shown above the graph (E,F,J), or from unpaired two-tailed *t-*test comparing the two different time points within the same genotype are shown on the dotted lines (E,F,J). Single data points are shown in Fig. S2. WT, wild type; A, atrium; V, ventricle.

Increase in organ size is driven by hypertrophic (increase in cell size) and hyperplastic (increase in cell number) growth. The first phenotype we observed between control and epicardial-impairment models was in the CM apical area. Although the average apical area of compact-layer CMs was comparable in WT and mutant larvae at 76 hpf, it was significantly smaller in mutant CMs compared with WT at 100 hpf (Fig. 2F; Fig. S2F). To assess the volumetric growth of individual compact-layer CMs over time, we tracked single CMs in *tcf21^+/+^* and *tcf21^−/−^* hearts by mosaic expression of *Tg(myl7:mScarlet)*. Strikingly, *tcf21^+/+^* CM volume increased by 26.8% between 76 and 100 hpf, whereas *tcf21^−/−^* CM volume did not significantly change (+1.4%) (Fig. 2G-I). Our data, possibly for the first time, clearly reveal a correlation between increasing CM cell volume and ventricular growth and uncover a requirement for the epicardium in promoting CM cell growth during development.

Although the epicardium has not been previously linked with CM hypertrophic growth, it has been implicated in promoting CM proliferation (Pennisi et al., 2003; Lavine et al., 2005; Li et al., 2011). We therefore assessed the number of proliferating CMs at 82 hpf, a time point before the growth defects can be observed, by counting the number of Venus-Gmnn^+^ CMs (i.e. CMs in the S/G2/M phases; Sugiyama et al., 2009; Choi et al., 2013). We observed no significant difference between control and *tcf21:*NTR^+^ MTZ-treated larvae (Fig. 2K-M). We also counted the number of ventricular CMs and they increased by a similar proportion (∼30%) in WT larvae and in larvae from all three models between 76 and 100 hpf (Fig. 2J), resulting in comparable numbers of CMs at all time points analyzed (Fig. S2G). In addition, the loss of the epicardium did not affect the number of CMs in the trabecular layer as assessed in 100 hpf *tcf21^−/−^* hearts (*P=*0.307, unpaired two-tailed *t*-test; Fig. S2H). These data support the hypothesis that the impaired ventricular growth observed in the absence of the epicardial layer is not caused by defects in CM numbers or differences in their trabeculation potential. However, at 105 hpf, a time point subsequent to the appearance of CM size defects, we observed a severe reduction in the number of Venus-Gmnn*^+^* CMs in *tcf21:*NTR^+^ MTZ-treated larvae compared with controls (∼48.5%; Fig. 2N). These defects in CM proliferation might be a consequence of the initial impairment in CM growth. In support of this interpretation, eukaryotic cell cycle progression is known to depend on cell growth (Jorgensen and Tyers, 2004), and a multitude of cell types, including CMs, expand in size prior to dividing (Son et al., 2015; Zlotek-Zlotkiewicz et al., 2015; Uribe et al., 2018). In addition, we observed CM extrusion away from the cardiac lumen in the three epicardial impairment models (Fig. S3A-F′), consistent with previous reports (Manner et al., 2005; Rasouli et al., 2018). The extrusion of these CMs does not appear to be caused by increased cell death, as evidenced by their intact nuclei (Fig. S3G-G‴), nor from a change in their fate to epicardial cells (Fig. S4E, *n*>30 at 76 and 100 hpf), as recently reported in a model of *wt1* expressing CMs (Marques et al., 2022). CM extrusion has also been observed in zebrafish *snai1b* mutants, in which extruding CMs eventually detach and are found in the pericardial cavity (Gentile et al., 2021); whether epicardial cells also play a role in this model remains to be determined. Notably, we observed a reduced internuclear distance between CMs in our epicardial impairment models (Fig. S3H-J), which has not been reported in other models of CM extrusion. Therefore, we postulate that in the absence of the epicardium, excessive cellular density in the ventricular myocardium drives the aberrant extrusion of a few (i.e. fewer than ten) CMs. Altogether, our observations uncover a previously unidentified role for the epicardium in promoting the initial stages of CM growth, which affects ventricular growth as well as CM proliferation.

### Epicardial cells are required and sufficient for ventricular cardiomyocyte growth in a restricted early time window

To further analyze the dependency of CM growth on the epicardium, we tested whether rescuing the epicardial coverage was sufficient to improve ventricular growth. Leveraging the temporal versatility of the NTR/MTZ system, we ablated the epicardium specifically from 52 to 96 hpf and then washed out the MTZ. We first confirmed that the EpiCs recovered by 144 hpf (Fig. 3A-C), as previously reported (Wang et al., 2015). Notably, epicardial restoration was sufficient to ameliorate the cardiac growth defects in MTZ-treated larvae (Fig. 3B′-D).

**Fig. 3.**
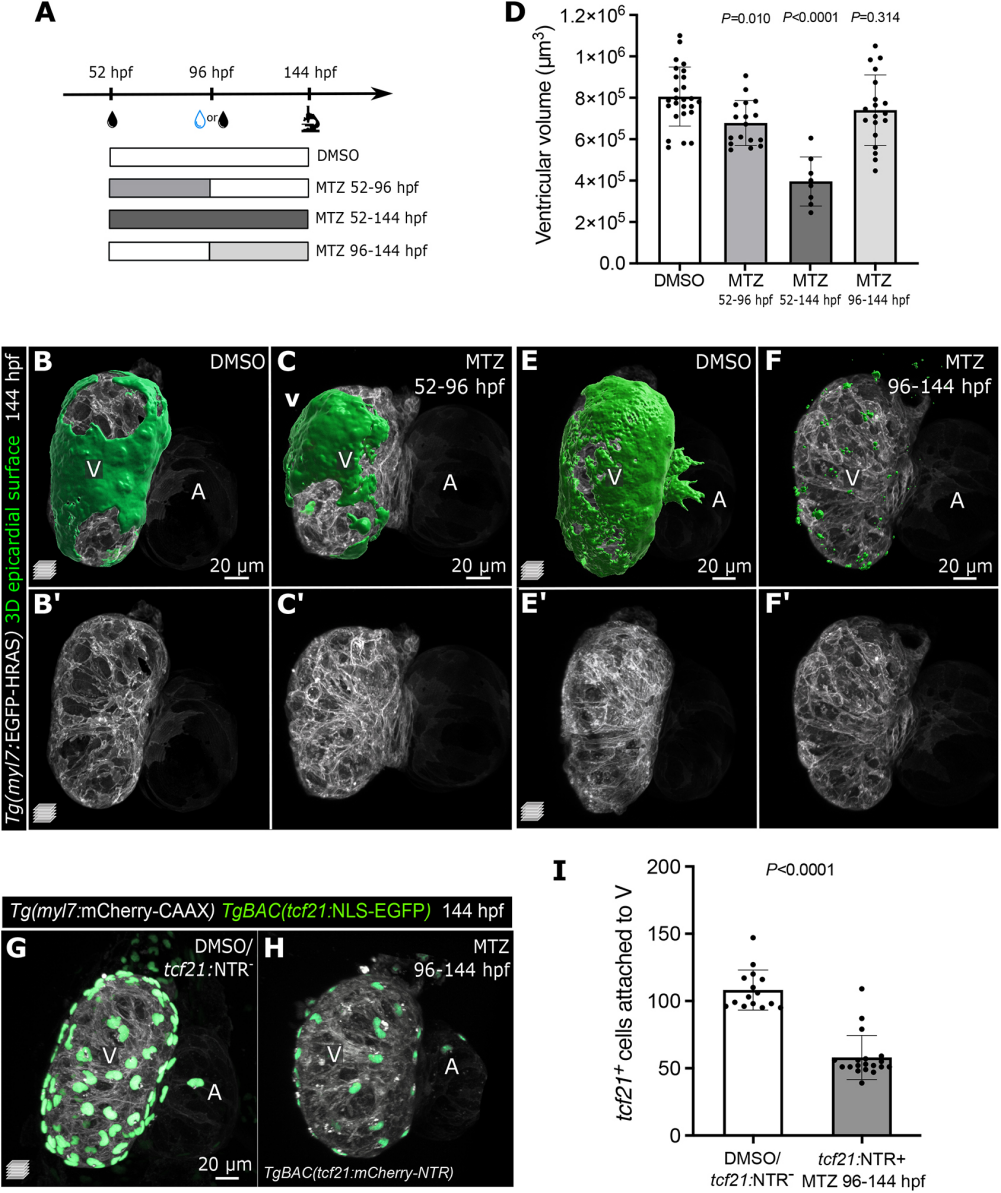
**Epicardial cells are required for ventricular cardiomyocyte growth during early cardiac morphogenesis, but are dispensable at later time points.** (A) Schematic of the MTZ treatment protocol. (B-C′,E-F′) Confocal images of 144 hpf *Tg(myl7: EGFP-HRAS); TgBAC(tcf21:mCherry-NTR)* DMSO and MTZ-treated larvae. Green, 3D reconstruction of epicardial coverage showing a partial recovery of EpiCs in 52-96 hpf MTZ-treated larvae, and a clear reduction in 96-144 hpf MTZ-treated larvae. (D) Quantification of ventricular volume at 144 hpf following epicardial regeneration or late epicardial ablation. (G-I) Confocal images and quantification of 144 hpf *Tg(myl7:mCherry-CAAX); TgBAC(tcf21:NLS-EGFP); TgBAC(tcf21:mCherry-NTR)* DMSO and MTZ-treated larvae, showing the reduction of *tcf21^+^* EpiCs attached to the ventricular myocardium after their late-onset ablation. Controls were pooled, including *tcf21:*NTR^+^ DMSO-treated and *tcf21:*NTR^−^ MTZ-treated larvae (see Materials and Methods). Data show the mean±s.d. (D,I) and *P-*values are from one-way ANOVA with Dunnett's post hoc test (D) or unpaired two-tailed *t-*test (I). A, atrium; V, ventricle.

Previous studies investigating the consequences of reduced epicardial coverage have used genetic models or physical ablation of the PEO, but the constitutive lack of the epicardium fails to pinpoint the time window in which EpiCs promote myocardial development. As mentioned above, we identified the 52-96 hpf window to be crucial for epicardial-myocardial interactions, which coincides with the period of epicardial attachment. We then tested the effects of epicardial ablation between 96 and 144 hpf (Fig. 3A). Surprisingly, although the reduction in epicardial coverage was significant (Fig. 3E-I), we did not observe any obvious morphological defects in ventricular morphology or size (Fig. 3D-F′).

Taken together, these results suggest that an epicardial-myocardial crosstalk is necessary to regulate ventricular volume at the early epicardial attachment stage (52-96 hpf), but dispensable once epicardial coverage is complete (>96 hpf). We propose that from 96 hpf onwards, CMs continue to grow due to epicardial-independent intrinsic or extrinsic cues. Therefore, at later stages, the epicardium might assume a different function, including preparing for the onset of EMT. Future investigations of later epicardial function during cardiac development (e.g. at the onset of EMT and EPDC formation) will greatly benefit from the temporal versatility of this *tcf21:*NTR/MTZ model.

### Epicardial-derived secreted factors promote ventricular cardiomyocyte growth

Next, we aimed to understand how the epicardium promotes CM growth. The epicardium is an important signaling center during development and regeneration (Quijada et al., 2020). Nonetheless, the appearance of extruding CMs in epicardial-deficient larvae (Fig. S3), which was also observed following PEO ablation in chick (Manner et al., 2005), raised questions as to whether the epicardium primarily acts as a physical barrier to preserve myocardial integrity. To further investigate the role of the epicardium as a mechanical support and/or signaling source, we focused on the sizable subgroup of *tcf21^−/−^* hearts with substantial epicardial coverage on their ventricle (Fig. 1H; Fig. S4A-C). We first observed that these mutants display defects in ventricular size comparable with those in *tcf21^−/−^* hearts devoid of epicardial coverage (Fig. S4A-C). We found no significant correlation between the number of ventricular EpiCs and ventricular volume (Fig. S4D), or the number of extruding CMs (Fig. S4F). Notably, we also observed that, occasionally, extruding CMs were covered by EpiCs (Fig. S4E,E′,G-G″), suggesting that the physical presence of EpiCs alone does not prevent CM extrusion.

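The RNA-seq experiment had 8 libraries, 2 from each of 4 groups of cells sorted at 96 hpf: *tcf21+/+* EpiCs, *tcf21-/-* EpiCs, *tcf21+/+* CMs and *tcf21-/-* CMs. EpiCs, the cells of the outer layer of the heart, were sorted by the reporter *TgBAC(tcf21:NLS-EGFP)*, and cells positive for both the epicardial and the myocardial reporter were kept with the EpiCs. The paper gives approximately 7000 to 10000 cells per replicate, and the sample labels give the range as 6000 to 1000. The authors deposited 1 table of 21286 genes, in which the number of reads counted on each gene (danRer11, Ensembl release 99) had been divided by a factor for the library and rounded to a whole number. The low values of each library fall on multiples of what 1 read was worth there, which gave the factor and an estimate of the reads counted on genes. These estimates were 11.34 and 9.86 M reads for *tcf21+/+* EpiCs, 10.57 and 11.4 M for *tcf21-/-* EpiCs, 6.44 and 8.64 M for *tcf21+/+* CMs, and 8.32 and 9.39 M for *tcf21-/-* CMs. The paper states an average of 37 M sequenced reads per library, and the precision of the values follows from the smaller number counted on genes. Values were tested as log_2_(value + 1) with limma, with an abundance trend and all 8 libraries in 1 fit, for the 16077 genes with a mean value of at least 10. Genes with a Benjamini–Hochberg *P*_adj_ under 0.05 and an absolute log_2_FC of at least 0.59 were called differentially expressed, and log_2_FC on this scale understates the change of low genes. Across these genes, which are not independent of one another, the 2 replicates had a Pearson correlation of 0.939 in *tcf21+/+* EpiCs, *tcf21-/-* EpiCs and *tcf21-/-* CMs, and of 0.92 in *tcf21+/+* CMs. *tcf21* (ENSDARG00000036869, chromosome 23, 31554269 to 31555696) had values of 1600 and 1851 in *tcf21+/+* EpiCs and 1636 and 1454 in *tcf21-/-* EpiCs, a log_2_FC of −0.16 (SE 0.54, *P*_adj_=0.984) that was within the spread between replicates. The gene spans only 1.43 kb, and a possible ceiling on the reads of short abundant genes, described in the last part, could shrink a difference in EpiCs. In CMs, the values of *tcf21* were 80 and 28 in *tcf21+/+* and 5 and 12 in *tcf21-/-* libraries, a log_2_FC of −2.46 (SE 0.54, *P*_adj_=0.137).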

To identify epicardial factors necessary for CM growth, we compared the transcriptomes of sorted *tcf21^+/+^* and *tcf21^−/−^* EpiCs and CMs at 96 hpf (Fig. 4A; Fig. S5A-C; Tables S2 and S3). To minimize bias in the analyses, we selected *tcf21^−/−^* larvae with similarly substantial ventricular epicardial coverage and collected the same number of EpiCs from the two genotypes (see Materials and Methods). We first determined the genes expressed in the two WT populations by RNA-sequencing (RNA-seq) and confirmed the expression of known cell type-specific markers, including *postnb*, *wt1a*, *col1a2*, *cav1* and *aldh1a2* in EpiCs and *ttn.1*, *ttn.2*, *myh7* and *myh6* in CMs. 

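The comparison of *tcf21+/+* EpiCs and CMs covered 16077 genes, of which 3679 were higher in EpiCs and 3026 higher in CMs, with 8164 genes at an unadjusted *P* under 0.05 where chance gives 804. With the replicate number as a block, since same-numbered EpiC and CM libraries may share hearts, 3613 were higher in EpiCs and 2914 in CMs, and the deviations of same-numbered libraries from their group means had a correlation of −0.081. The setting that moved these counts most was the use of estimated reads without scaling, which was chosen after the data were seen. It gave 5422 genes higher in EpiCs and 1667 higher in CMs. *postnb* (ENSDARG00000104267, chromosome 15, 32710094 to 32741733) had values of 4443 and 4672 in EpiCs and of 0 in both CM libraries, at least 966-fold higher in EpiCs (*P*_adj_=8.25e-05). *wt1a* (ENSDARG00000031420, chromosome 25, 15178225 to 15214161) had values of 779 and 737 in EpiCs and was also at 0 in both CM libraries, at least 161-fold higher (*P*_adj_=9.85e-05). *col1a2* (ENSDARG00000020007, chromosome 19, 40983221 to 41002980) had values of 7717 and 8487 against 41 and 203, a log_2_FC of 6.45 (SE 1.40, *P*_adj_=0.00588). *cav1* (ENSDARG00000103747, chromosome 25, 18563476 to 18577586) had 5366 and 6258 against 870 and 838, a log_2_FC of 2.76 (SE 0.15, *P*_adj_=1.09e-05). For *aldh1a2* (ENSDARG00000053493, chromosome 7, 30326184 to 30367650), the CM libraries differed, with 71 and 0 against 3590 and 4042 in EpiCs, and the log_2_FC was 8.81 (SE 1.52, *P*_adj_=0.0018). Among the CM markers, *ttn.1* (ENSDARG00000000563, chromosome 9, 42732992 to 42873700) had values of 17665 and 23705 in CMs and 1175 and 489 in EpiCs, a log_2_FC of −4.75 (SE 0.41, *P*_adj_=5.17e-05). *ttn.2* (ENSDARG00000028213, chromosome 9, 42894845 to 43073960) had 29598 and 33042 in CMs and 3110 and 1089 in EpiCs, a log_2_FC of −4.09 (SE 0.39, *P*_adj_=8.35e-05). *myh7* (ENSDARG00000079564, chromosome 2, 24252987 to 24270062) had 17679 and 12290 in CMs and 3326 and 1427 in EpiCs, a log_2_FC of −2.76 (SE 0.35, *P*_adj_=0.000353), and *myh6* (ENSDARG00000090637, chromosome 20, 53577502 to 53583436) had 10406 and 11547 and 540 and 229, a log_2_FC of −4.96 (SE 0.36, *P*_adj_=2.64e-05). The 5 EpiC markers and the 4 CM markers were all called in this direction, both over all genes and over each list alone, and with the replicate block their *P*_adj_ lay between 2.57e-05 and 0.00213.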

We also observed that the most enriched Gene Ontology (GO) terms reflected the biological processes prominent in the two cell types (e.g. EpiCs – extracellular matrix secretion, cell adhesion; CMs – mitochondrial processes and metabolism; Fig. S5C). 

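Gene sets were taken from the annotation deposited with the table and tested with camera, a competitive gene set test in limma, at an inter-gene correlation of 0.01. The 64 extracellular matrix genes had a median log_2_FC of 2.60 in *tcf21+/+* EpiCs over CMs, against 0.11 for all genes tested (*P*_adj_=9.13e-07), with 51 genes higher in EpiCs and 39 of them called. The 381 mitochondrion genes had a median log_2_FC of −1.33 (*P*_adj_=6.37e-22), with 329 genes higher in CMs and 273 of them called. The SD of the set medians between replicates was 0.328 for the extracellular matrix genes and 0.251 for the mitochondrion genes. With each library of the 2 groups left out in turn, the median stayed between 2.46 and 2.54 for the extracellular matrix genes and between −1.56 and −1.14 for the mitochondrion genes. With the inter-gene correlation estimated from the data, camera gave *P*_adj_=0.0549 and *P*_adj_=0.234. With the replicate block, it gave *P*_adj_=9.61e-07 and *P*_adj_=1.22e-21.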

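Between *tcf21-/-* and *tcf21+/+* EpiCs, 7 genes were higher and 24 lower in *tcf21-/-* EpiCs over all genes tested, and 1360 genes had an unadjusted *P* under 0.05, 670 of them higher. Library quality weights raised the counts most, to 48 higher and 85 lower genes. The replicate block left 1 higher and 8 lower. With only the EpiC libraries in the fit, or in estimated reads without scaling, 0 genes were called in either direction. The 38 collagen genes had a median log_2_FC of 0.21 (camera *P*_adj_=0.416), with 24 genes higher and 14 lower. No collagen gene was called higher or lower, and 2 were higher and 3 lower at an unadjusted *P* under 0.05. The median of the 64 extracellular matrix genes was 0.00, with 32 genes in each direction (*P*_adj_=0.438), and its sign changed between settings. *postna* (ENSDARG00000043806, chromosome 10, 25762196 to 25817854) had values of 179 and 151 in *tcf21-/-* and 40 and 66 in *tcf21+/+* EpiCs, a log_2_FC of 1.66 (SE 0.79, *P*_adj_=0.641). Of the hyaluronan synthase genes, *has2* (ENSDARG00000036987, chromosome 16, 15369634 to 15387459) had 712 and 1178 against 588 and 466, a log_2_FC of 0.81 (SE 0.86, *P*_adj_=0.904). For *has1* (ENSDARG00000042983, chromosome 16, 24940377 to 24945337; 319 and 169 against 268 and 156) and *has3* (ENSDARG00000057210, chromosome 18, 17027874 to 17030870; 84 and 240 against 98 and 26), the groups overlapped, with log_2_FC of 0.18 and 1.47 (*P*_adj_=0.985 and *P*_adj_=0.774). These 4 genes were higher on average in *tcf21-/-* EpiCs, none was called over all genes or over the 4 alone, and 0 had an unadjusted *P* under 0.05.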

Comparing the WT and *tcf21^−/−^* populations, we observed that genes upregulated in *tcf21^−/−^* EpiCs encode multiple extracellular matrix (ECM) components (including various collagens, as well as Postna and Has) and the related GO terms were amongst the most enriched (Fig. S5E). We envision that this dataset will be an important resource to further investigate epicardial development and regulation of epicardial function during embryogenesis.

**Fig. 4.**
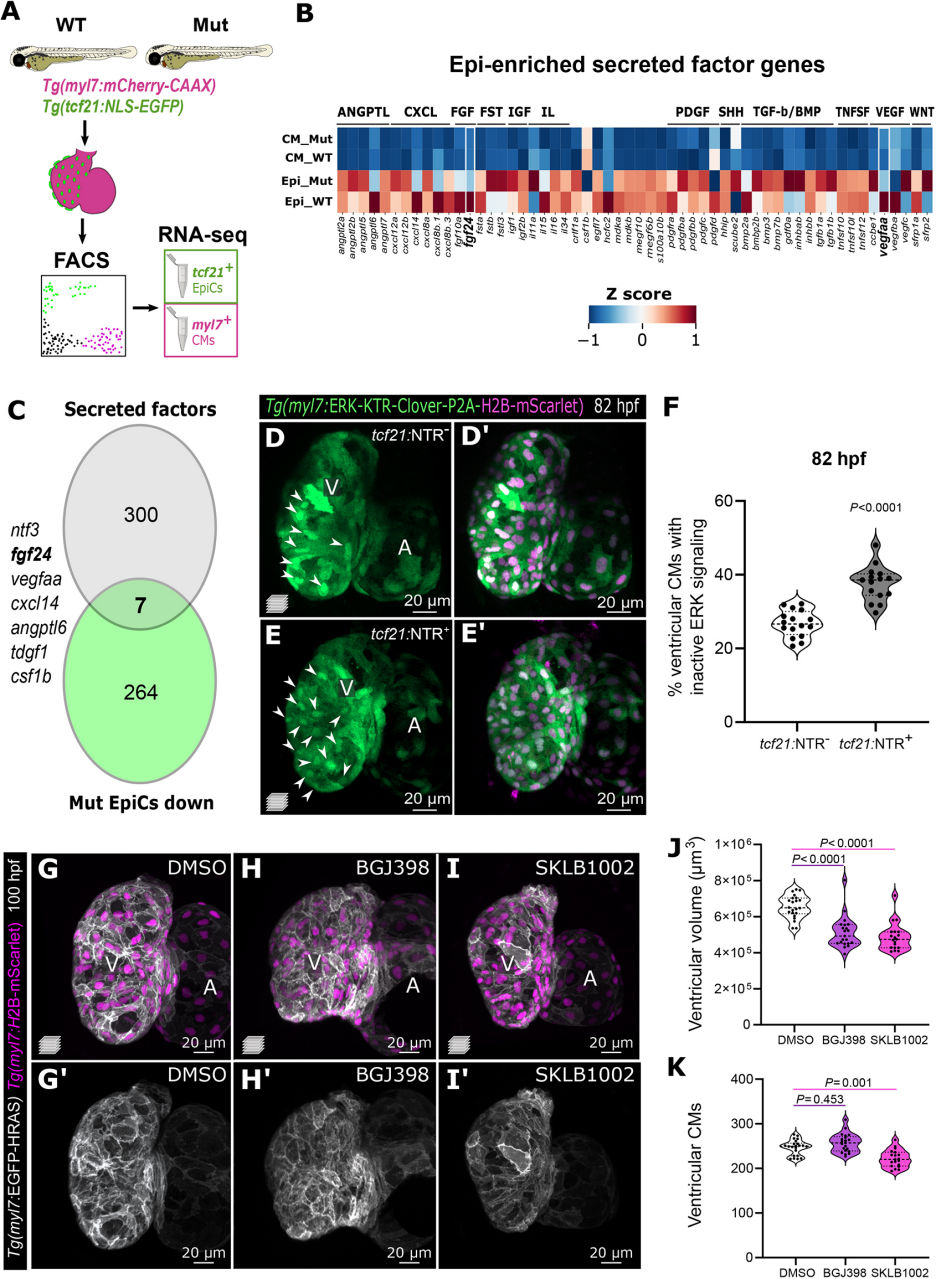
**Epicardial-enriched FGF and VEGF ligand genes in epicardial-myocardial crosstalk.** (A) RNA-seq from *tcf21^+^* and *myl7^+^* cells from 96 hpf *tcf21^+/+^* and *tcf21^−/−^* hearts. (B) Heatmap of zebrafish secreted factor genes in *tcf21^+/+^* and *tcf21^−/−^* EpiCs and CMs, showing Z-scores normalized per row. The genes highlighted in bold are differentially expressed between *tcf21^+/+^* and *tcf21^−/−^* EpiCs (log_2_FC<−0.7 or >0.7, *P*_adj_<0.05). (C) Venn diagram denoting the intersection between secreted factor genes in the zebrafish genome and genes that are downregulated (log_2_FC<−0.7, *P*_adj_<0.05) in *tcf21^−/−^* EpiCs. (D-F) Confocal images and quantification of 82 hpf *Tg(myl7:ERK-KTR-Clover-P2A-H2B-mScarlet)* ventricles in control (*tcf21:*NTR^−^) and *TgBAC(tcf21:mCherry-NTR)* (*tcf21:*NTR^+^) larvae treated with MTZ. White arrowheads point to CMs with nuclear Clover (inactive ERK), quantified in F. (G-K) Confocal images (G-I′), quantification of ventricular volume (J) and CM numbers (K) of 100 hpf larvae treated with FGFR (BGJ398) and VEGFR (SKLB1002) inhibitors starting at 65 hpf. The solid and dotted lines (F,J,K) indicate the median and quartiles, respectively, and *P*-values are from Kruskal-Wallis test with Dunn's post-hoc test. A, atrium; V, ventricle.

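All 56 genes of the heatmap were higher in *tcf21+/+* EpiCs than in *tcf21+/+* CMs, with a median log_2_FC of 4.94. In 14 of them both CM libraries had values of at most 4, and these were at least 12.7-fold to 348-fold higher. The log_2_FC of the other 42 ran from 1.15 to 8.11. Of the 56 genes, 53 were called over all genes tested, 53 with the replicate block, and 55 had a *P*_adj_ under 0.05 within the list alone. The list was drawn from these libraries, so that these counts show no stability. The 3 genes not called were *hcfc2* (log_2_FC 1.15, *P*_adj_=0.0603), *pdgfra* (1.48, *P*_adj_=0.087) and *hhip* (3.02, *P*_adj_=0.13), which were picked out after their values were seen. Across all settings, between 49 and 55 of the 56 genes were called.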

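In *tcf21-/-* against *tcf21+/+* EpiCs, 24 of these 56 genes were lower and 32 higher, with log_2_FC from −6.18 to 1.82. None was called over all genes tested, while 6 of the lower genes and 1 of the higher genes had an unadjusted *P* under 0.05, and 3 lower genes passed within the list alone. For 14 genes both *tcf21-/-* libraries lay below both *tcf21+/+* libraries and for 21 both lay above, where chance gives 16.7% in each direction for genes not chosen from these libraries.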

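At the legend's limit of 0.7, 24 genes were lower in *tcf21-/-* EpiCs. The 7 secreted factor genes of the diagram all had lower values in both *tcf21-/-* libraries than in both *tcf21+/+* libraries, with log_2_FC from −2.50 to −0.87 for the 6 other than *csf1b*. Over all genes tested 1 of them was called, and within the list alone all 7 passed, which shows no stability because the list was drawn from the same libraries. The called gene, *ntf3* (ENSDARG00000059043, chromosome 4, 4397503 to 4431975), had values of 278 and 275 in *tcf21+/+* and 41 and 56 in *tcf21-/-* EpiCs, a log_2_FC of −2.50 (SE 0.35, *P*_adj_=0.048). Its *P*_adj_ ran from 0.0139 to 0.141 across the settings. *csf1b* (ENSDARG00000068263, chromosome 8, 37168570 to 37202417) had 59 and 72 in *tcf21+/+* EpiCs and 0 in both *tcf21-/-* libraries, at least 25.9-fold lower (*P*_adj_=0.0572; 0.0202 to 0.112 across the settings). *cxcl14* (ENSDARG00000056627, chromosome 14, 24400799 to 24410673; 1709 and 1885 against 774 and 380) had a log_2_FC of −1.72 (SE 0.50, *P*_adj_=0.33). *angptl6* (ENSDARG00000020265, chromosome 3, 54524227 to 54544612; 515 and 601 against 320 and 131) had a log_2_FC of −1.44 (SE 0.62, *P*_adj_=0.579), and *tdgf1* (ENSDARG00000035095, chromosome 10, 1955475 to 1961930; 783 and 929 against 479 and 452) had a log_2_FC of −0.87 (SE 0.24, *P*_adj_=0.31). In the simulated data used to test the method, 200 of 16077 genes were changed by 1.5 on the log_2_ scale and 74.5% of these were called. The simulated spread between replicates was set alike for all genes and was not matched to that of these libraries. This share therefore does not tell how many real changes of this size were missed.

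**Figure D1:**
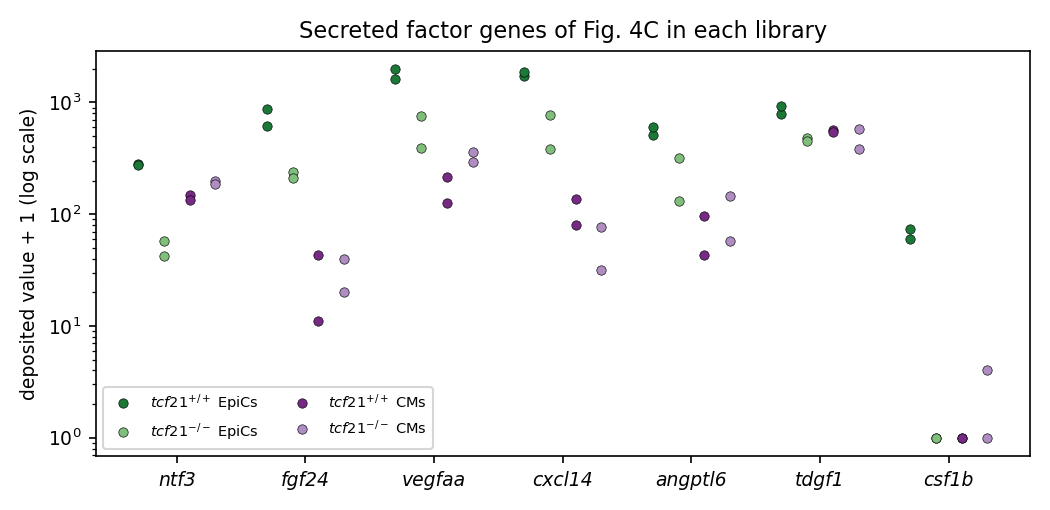
Deposited values plus 1, on a log axis, of the 7 secreted factor genes of Fig. 4C in each of the 8 libraries, with 1 point per library and no error bars. For each gene, the 2 points of *tcf21-/-* EpiCs lie below the 2 points of *tcf21+/+* EpiCs, as for *ntf3* at 41 and 56 against 278 and 275.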

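Between *tcf21-/-* and *tcf21+/+* CMs, 40 genes were higher and 19 lower in *tcf21-/-* CMs, with 1964 of 16077 genes at an unadjusted *P* under 0.05, 785 of them lower. Both *tcf21-/-* libraries lay on the same side of both *tcf21+/+* libraries for 39.8% of genes, where chance gives 33.3%. The 2 *tcf21+/+* CM libraries differed more than the replicates of the other groups, with an SD of 1.26 for the difference of log_2_ values across genes against 0.9, 0.91 and 1.05 in *tcf21+/+* EpiCs, *tcf21-/-* EpiCs and *tcf21-/-* CMs. With library quality weights, or with only the CM libraries in the fit, 0 genes were called in either direction.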

To identify potential molecular mechanisms disrupted in *tcf21^−/−^* hearts leading to the lack of CM growth, we explored GO terms that were enriched in the downregulated genes in *tcf21^−/−^* CMs (Fig. S5F). 

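The 381 mitochondrion genes had a median log_2_FC of −0.34 in *tcf21-/-* over *tcf21+/+* CMs, with 309 genes lower, 42 of them at an unadjusted *P* under 0.05 and 0 called (camera *P*_adj_=1.08e-11). The 127 genes of the Gene Ontology term ribosome, a set added after the data were seen, had a median of −0.39, with 126 genes lower (*P*_adj_=6.71e-19). Of these, 14 had an unadjusted *P* under 0.05 and 0 were called. The 83 cytosolic ribosomal protein genes had a median of −0.33, with 82 genes lower, 0 called and 0 at an unadjusted *P* under 0.05 (*P*_adj_=8.86e-13). When the inter-gene correlation was estimated from the data in place of 0.01, camera gave *P*_adj_=0.373 for each of these 3 sets. The SD of the medians between replicates was 0.23 for the mitochondrion, 0.305 for the ribosome and 0.285 for the cytosolic ribosomal protein genes. In the same order, leaving out *tcf21+/+* CM replicate 1 brought the medians to −0.10, −0.12 and −0.06, and leaving out *tcf21+/+* CM replicate 2 to −0.60, −0.66 and −0.61. In estimated reads without scaling, in which the median of all genes tested was 0.27, the medians were −0.05, −0.10 and −0.04.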

From this analysis, mitochondrial and ribosome-related terms were the most over-represented groups (Fig. S5F,G). 

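The mitochondrial ribosomal protein set held 76 genes, chosen by symbol (*mrpl* and *mrps*). All 76 were lower in *tcf21-/-* than in *tcf21+/+* CMs, with a median log_2_FC of −0.54 against a median of 0.00 for all genes tested (camera *P*_adj_=1.64e-19). Single genes did not pass the threshold: 0 were called, over all genes or over the 76 alone, 18 had an unadjusted *P* under 0.05, and the lowest *P*_adj_ was 0.262. With the inter-gene correlation estimated from the data, camera gave *P*_adj_=0.373 at the same median. The median value over the set was 1515 and 1027 in the *tcf21+/+* libraries and 860.5 and 797.5 in the *tcf21-/-* libraries. The SD of the set median between replicates was 0.286. The median log_2_FC was −0.23 without *tcf21+/+* CM replicate 1 and −0.85 without *tcf21+/+* CM replicate 2. In estimated reads, the medians were 963 and 967 in *tcf21+/+* and 754 and 819 in *tcf21-/-* libraries, a median log_2_ difference of −0.24 with 74 of 76 genes lower, against 0.271 for all genes tested.

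**Figure D2:**
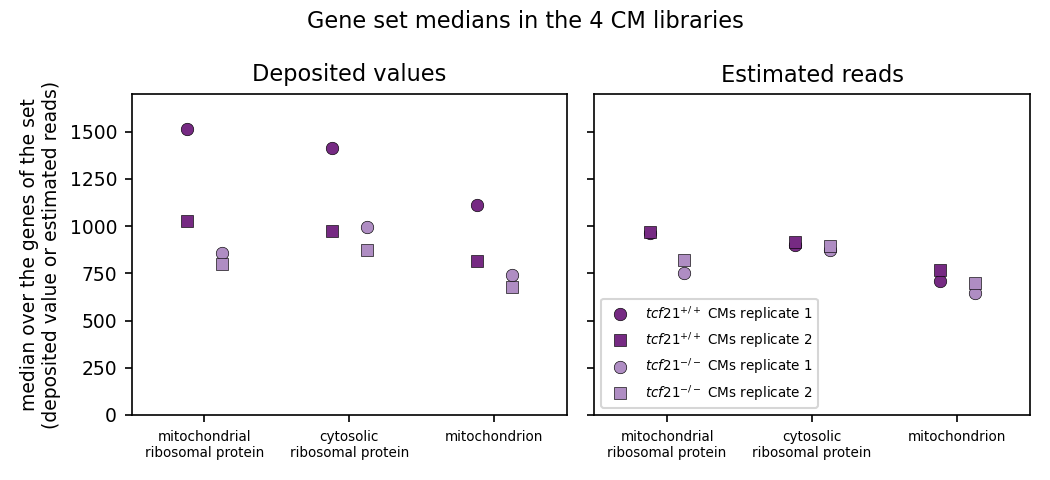
Median over the genes of each set in the 4 CM libraries, in deposited values (left) and in estimated reads (right), with 1 point per library and no error bars. For the mitochondrial ribosomal protein genes, the *tcf21-/-* libraries lie below both *tcf21+/+* libraries on each side, at 860.5 and 797.5 against 1515 and 1027 in deposited values and at 754 and 819 against 963 and 967 in estimated reads.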

In particular, genes that encode several mitochondrial ribosomal proteins (MRPs), which are necessary for mitochondrial protein synthesis and mitochondrial activity (Sylvester et al., 2004), were downregulated in *tcf21^−/−^* CMs. These data suggest that the defect in CM volume increase may be due to the failure of mitochondria to maintain normal metabolic function. 

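In *tcf21-/-* EpiCs, the same 76 mitochondrial ribosomal protein genes had a median log_2_FC of −0.23 against *tcf21+/+* EpiCs, with 68 genes lower (camera *P*_adj_=0.000104), against an SD between replicates of 0.221. With the inter-gene correlation estimated from the data, camera gave *P*_adj_=0.708 for this set. Its median lay between −0.41 and −0.09 with each EpiC library left out in turn. From the lower expression of mitochondrial and ribosomal genes in *tcf21-/-* CMs, the paper proposes a failure of mitochondria to keep up their metabolic function as a possible reason for the defect in CM volume increase.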

Mutations in some MRP genes are correlated with cardiomyopathies in the human population (Huang et al., 2020; Friederich et al., 2021); however, further analysis is necessary to investigate how defects in MRP function lead to cardiac phenotypes.

For the purpose of this study, we decided to focus on epicardial-derived secreted factors that potentially mediate epicardial-myocardial crosstalk. Among the factors enriched in the EpiCs compared with CMs are members of the FGF, IGF, transforming growth factor (TGF)-β, and platelet-derived growth factor (PDGF) pathways (Fig. 4B; Table S3). These pathways are important for epicardial-myocardial crosstalk in mice (Olivey and Svensson, 2010; Li et al., 2017), suggesting that the molecular regulators of this crosstalk might be similar in zebrafish and humans.

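Of the genes in Fig. 4B, *fgf10a* and *fgf24* represent the FGF family, *igf1* and *igf2b* the IGF family, and *pdgfba*, *pdgfbb*, *pdgfc* and *pdgfd* the PDGF ligands. The TGF-β family members listed are *tgfb1a*, *tgfb1b*, *bmp2a*, *bmp2b*, *bmp3*, *bmp7b*, *gdf10a*, *inhbab* and *inhbb*. The labels of *gdf10a* and *bmp2b* in the figure were blurred, so that their reading is uncertain. All 17 were called higher in *tcf21+/+* EpiCs than in *tcf21+/+* CMs. The log_2_FC was 5.11 for *fgf10a*, 5.08 for *fgf24*, and 4.71 for *igf2b*. *igf1* and *gdf10a* were at 0 in both *tcf21+/+* CM libraries and at least 26.9-fold and 37-fold higher in EpiCs. The log_2_FC ran from 2.1 to 7.76 for the other 8 TGF-β family genes (all 9: *P*_adj_ from 4.54e-05 to 0.0357) and from 2.13 to 4.86 for the 4 PDGF genes (*P*_adj_ from 0.00023 to 0.00776).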

Among the downregulated secreted factors in *tcf21^−/−^* EpiCs are FGF and VEGF ligand genes, including *fgf10a*, *fgf24*, *vegfaa* and *vegfba* (Fig. 4B,C; Table S3)*. fgf24* and *vegfaa* (Fig. 4C; Fig. S6A), in particular, are the FGF and VEGF ligand genes with the highest epicardial expression in our dataset and the only ones significantly downregulated (*P*_adj_<0.05; Table S3)*.* The FGF pathway mediates epicardial-myocardial crosstalk in mouse and chicken embryos, where it is primarily known for its role in promoting CM proliferation (Pennisi et al., 2003; Lavine et al., 2005). 

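Over the 4 ligand genes, log_2_FC in *tcf21-/-* against *tcf21+/+* EpiCs ran from −6.18 to −0.59, 3 were lower in both *tcf21-/-* libraries than in both *tcf21+/+* libraries, and 3 passed a *P*_adj_ of 0.05 within this list. None was called over all genes tested, although 3 had an unadjusted *P* under 0.05. The 4 genes were named as lower from the same libraries, so that their direction and these counts show no stability. *fgf24* (ENSDARG00000037677, chromosome 14, 5506983 to 5546497) had values of 620 and 865 in *tcf21+/+* and 238 and 209 in *tcf21-/-* EpiCs, a log_2_FC of −1.71 (SE 0.67, *P*_adj_=0.533). Its *P*_adj_ ran from 0.136 to 0.622 across the settings, and its log_2_FC between −1.95 and −1.47 with each EpiC library left out. *vegfaa* (ENSDARG00000103542, chromosome 16, 4287542 to 4317879) had 1983 and 1607 against 750 and 391, a log_2_FC of −1.72 (SE 0.37, *P*_adj_=0.153), and its *P*_adj_ ran from 0.0529 to 0.558. *vegfba* (ENSDARG00000090997, chromosome 14, 8504410 to 8573479) had 204 and 306 against 11 and 0, a log_2_FC of −6.18 (SE 1.3, *P*_adj_=0.149), with a *P*_adj_ from 0.0178 to 0.339. *fgf10a* (ENSDARG00000030932, chromosome 21, 19635486 to 19683168) had 95 and 172 against 137 and 52, so that the groups overlapped (−0.59, SE 1.16, *P*_adj_=0.963), and the sign changed when 1 library was left out.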

By *in situ* hybridization, we observed *fgf24* expression in 76 hpf hearts (Fig. S6B,B′), and it appeared to be enriched in the epicardium (Fig. S6C-C‴). Vegfaa promotes angiogenesis and coronary vessel formation (Liang et al., 2001; Wu et al., 2012; Marin-Juez et al., 2016; Rossi et al., 2016), but its role in the developing epicardium has not been investigated until recently (Bruton et al., 2022). We observed that *vegfaa* expression in the developing heart appeared to be initially limited to the epicardium until 100 hpf (Fig. S6D-E″; Bruton et al., 2022), at which point it was also expressed in the endocardium (Karra et al., 2018). 

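In *tcf21+/+* CMs, *fgf24* had values of 42 and 10, and *tcf21+/+* EpiCs exceeded *tcf21+/+* CMs by a log_2_FC of 5.08 (SE 0.67, *P*_adj_=0.000439). The difference was larger than the spread between replicates, and with each library left out in turn it lay between 4.09 and 6.06. *vegfaa* had values of 124 and 212 in *tcf21+/+* CMs, with a log_2_FC of 3.45 (SE 0.37, *P*_adj_=0.000142) between *tcf21+/+* EpiCs and CMs, and between 3.07 and 3.84 with each library left out. With the replicate block, the *P*_adj_ was 0.000455 for *fgf24* and 0.000291 for *vegfaa*.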

The epicardial enrichment of *fgf24* and *vegfaa* expression {log_2_[fold change (FC)]: +4.77 and +3.38, respectively} as well as their downregulation in *tcf21^−/−^* EpiCs led us to hypothesize that epicardial-derived Fgf24 and Vegfaa mediate signaling to the myocardium. To test this hypothesis, we first assessed the activation of the mitogen-activated protein kinase (MAPK)/extracellular regulated kinase (ERK) pathway, a downstream effector of both FGF and VEGF signaling, in CMs. We used the recently generated transgenic line *Tg(myl7:ERK-KTR-Clover-P2A-H2B-mScarlet)* (Qi et al., 2022) to monitor ERK activation through a kinase translocation reporter (de la Cova et al., 2017; Mayr et al., 2018; Okuda et al., 2021) (Fig. 4D). Following MTZ treatment between 52 and 80 hpf, *Tg(myl7:ERK-KTR-Clover-P2A-H2B-mScarlet); TgBAC(tcf21:mCherry-NTR)* hearts devoid of the epicardium exhibited a significantly increased number of CMs with inactive ERK signaling compared with control hearts (Fig. 4D-F). In addition, we used BGJ398 (De Simone et al., 2021) and SKLB1002 (Zhang et al., 2011) to broadly inhibit the FGF and VEGF signaling pathways, respectively, in a defined time window (65 to 100 hpf). We chose 65 hpf to avoid phenotypes caused by inhibiting the earlier roles of FGF and VEGF (Haigh, 2008; Khosravi et al., 2021). Notably, larvae treated with these compounds recapitulated the small ventricle phenotype observed in the epicardial-deficient hearts. FGF inhibition affected ventricular volume without causing any changes in CM numbers, whereas the VEGF inhibitor led to a mild decrease in ventricular CMs (∼10%; Fig. 4G-K). Thus, global inhibition of the VEGF pathway by SKLB1002 appeared to cause a stronger cardiac phenotype compared with the epicardial-specific downregulation of *vegfaa* in *tcf21^−/−^* hearts, and possibly affected additional signaling pathways.

Interestingly, the mammalian ortholog of Fgf24 binds Fgfr4 (Mok et al., 2014), which is highly expressed in zebrafish CMs and downregulated in *tcf21^−/−^* CMs, as per our transcriptomic datasets (Table S2). 

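*fgfr4* (ENSDARG00000069105, chromosome 21, 37183124 to 37194839) had values of 478 and 542 in *tcf21+/+* CMs and 107 and 197 in *tcf21-/-* CMs, a log_2_FC of −1.80 (SE 0.26, *P*_adj_=0.0422). It was called over all genes tested, with a *P*_adj_ from 0.0246 to 0.66 across the settings, and its log_2_FC lay between −2.24 and −1.36 with each CM library left out. In EpiCs, the values were 6714 and 6325 in *tcf21+/+* and 6607 and 7053 in *tcf21-/-* libraries, and *tcf21+/+* EpiCs exceeded *tcf21+/+* CMs by a log_2_FC of 3.68 (SE 0.26, *P*_adj_=2.46e-05), or *P*_adj_=3.28e-05 with the replicate block.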

We speculate that the downregulation of Fgfr4 in *tcf21^−/−^* CMs might in part be due to the reduction in Fgf24 ligand in these mutants, and additional studies will be needed to investigate the involvement of different FGF ligands and receptors in regulating CM growth. However, Vegfaa is not known to bind receptors prominently expressed in CMs but binds Vegfr2, which is enriched in EpiCs. Therefore, Vegfaa might signal to EpiCs in an autocrine manner, similar to retinoic acid (Stuckmann et al., 2003; Brade et al., 2011), and regulate the production of other signaling molecules. It was also recently proposed that the epicardial expression of *vegfaa* (in response to macrophage activation) regulates Notch activity in the endocardium, which in turn signals to CMs (Bruton et al., 2022). 

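The Ensembl annotation deposited with the values lists *kdrl* and *kdr*, both of which encode Vegfr2-type receptors. *kdrl* (ENSDARG00000105215, chromosome 14, 32983769 to 33044955) had values of 2140 and 1452 in *tcf21+/+* EpiCs and 20 and 14 in *tcf21+/+* CMs, a log_2_FC of 6.63 (SE 0.50, *P*_adj_=3.02e-05), or *P*_adj_=2.57e-05 with the replicate block. *kdr* (ENSDARG00000017321, chromosome 20, 22220988 to 22277544) was low in both, with 16 and 9 in EpiCs and 6 and 2 in CMs, a log_2_FC of 1.51 (SE 1.14, *P*_adj_=0.322), or *P*_adj_=0.249 with the block, and its log_2_FC was −0.32 after quantile normalization.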

A few studies have linked human FGF21 to mitochondrial function and disease (Tezze et al., 2019), but a clear mechanism is lacking.

Determining and comparing the molecular pathways impacted in each of the three different epicardial impairment models we present, through transcriptomic analysis for example, should give important insights into the epicardial-regulated mechanisms underlying CM growth. 

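The deposited table has no entry named *il1a*, and *il11a*, which is in Fig. 4B, was tested beside *scube2*, *ccbe1* and *sfrp2*. *il11a* (ENSDARG00000037859, chromosome 16, 12611362 to 12617155) had values of 220 and 96 in *tcf21-/-* and 78 and 61 in *tcf21+/+* EpiCs, a log_2_FC of 1.06 (SE 0.71, *P*_adj_=0.788). *ccbe1* (ENSDARG00000086158, chromosome 21, 10577527 to 10676769) had 348 and 249 against 166 and 124, a log_2_FC of 1.03 (SE 0.69, *P*_adj_=0.788). *sfrp2* (ENSDARG00000070050, chromosome 1, 25491324 to 25496133) had 299 and 236 against 43 and 128, a log_2_FC of 1.82 (SE 1.48, *P*_adj_=0.846). For *scube2* (ENSDARG00000037362, chromosome 7, 28569266 to 28611145), with 50 and 166 against 47 and 73, the groups overlapped (0.63, SE 1.64, *P*_adj_=0.974). None of the 4 was called over all genes or within the list, and 0 had an unadjusted *P* under 0.05.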

Also, we cannot exclude the possibility that the secreted factors that are upregulated in *tcf21^−/−^* hearts, such as *il1a*, *scube2*, *ccbe1* and *sfrp2*, are involved in driving the cardiac phenotype. Further studies are needed to address the molecular mechanisms by which these signaling pathways mediate epicardial-myocardial crosstalk and how, in turn, this interaction promotes ventricular morphogenesis.

It is also likely that ECM-related components secreted by the epicardium play a role in CM growth and homeostasis. In particular, our transcriptomic analysis points to an altered ECM composition with the downregulation of some ECM genes, including *col6a1*, *col6a2*, *col4a1*, *col4a2*, *lama5*, *hapln1a* and *hapln1b*, and the upregulation of several other collagen isoforms, as well as *postna*, *has* and several metalloproteinases*.* Thus, it will also be interesting to investigate the potential role of the epicardial-derived ECM in promoting myocardial growth.

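The 7 ECM genes named as downregulated were lower in both *tcf21-/-* EpiC libraries than in both *tcf21+/+* EpiC libraries, with log_2_FC from −2.44 to −0.81 and a median of −1.45. Over all genes tested 1 was called, 5 passed within the list alone, and 6 had an unadjusted *P* under 0.05. The paper named these genes as lower from the same libraries, so that the shared direction and these counts show no stability. The called gene, *hapln1a* (ENSDARG00000089769, chromosome 5, 46490622 to 46505702), had values of 604 and 566 in *tcf21+/+* and 209 and 219 in *tcf21-/-* EpiCs, a log_2_FC of −1.45 (SE 0.21, *P*_adj_=0.048), with a *P*_adj_ from 0.0121 to 0.124 across the settings. *hapln1b* (ENSDARG00000068516, chromosome 10, 43269918 to 43334999) had 677 and 714 against 245 and 244, a log_2_FC of −1.50 (SE 0.34, *P*_adj_=0.18). *col6a1* (ENSDARG00000074908, chromosome 11, 33996526 to 34065718) had 4175 and 3512 against 1199 and 1185, a log_2_FC of −1.68 (SE 1.14, *P*_adj_=0.792), and *col6a2* (ENSDARG00000061436, chromosome 11, 33921358 to 33960318) had 3287 and 2559 against 696 and 407, a log_2_FC of −2.44 (SE 1.05, *P*_adj_=0.579). *col4a1* (ENSDARG00000055009, chromosome 9, 8634229 to 8670158) and *col4a2* (ENSDARG00000104110, chromosome 9, 8761099 to 8882901) each had a log_2_FC of −0.91 (*P*_adj_=0.34 and *P*_adj_=0.355). *lama5* (ENSDARG00000058543, chromosome 23, 9567334 to 9768700) had 7781 and 6728 against 4382 and 3869, a log_2_FC of −0.81 (SE 0.31, *P*_adj_=0.512). Among 38 metalloproteinase genes (*mmp*, *adam* and *adamts* symbols), 26 were higher and 12 lower in *tcf21-/-* EpiCs, with 3 higher and 1 lower at an unadjusted *P* under 0.05 and 0 called.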

Taken together, our data uncover a previously unappreciated requirement for the epicardium in promoting CM growth at the cellular and tissue levels, which takes place prior to its previously reported role in stimulating CM proliferation. Moreover, we provide evidence that this inter-tissue crosstalk is mediated by the FGF and VEGF signaling pathways. The three epicardial-impairment models generated for and used in this study provide genetically tractable and, in one case, temporally manipulable systems that complement existing models to deepen our understanding of the cellular and molecular processes involved in epicardial-myocardial crosstalk during cardiac development.

## MATERIALS AND METHODS

### Zebrafish husbandry and lines

All zebrafish husbandry was performed under standard conditions, and all experiments were conducted in accordance with institutional (Max-Planck Gesellschaft) and national ethical and animal welfare guidelines. The following lines were used in the study: *Tg(-0.8myl7:nlsDsRedExpress)hsc4*, abbreviated *Tg(myl7:nlsDsRed)* (Takeuchi et al., 2011); *Tg(myl7:mVenus-gmnn)ncv43* (Jimenez-Amilburu et al., 2016); *Tg(myl7:EGFP-Hsa.HRAS)s883*, abbreviated *Tg(myl7:EGFP-HRAS)* (D'Amico et al., 2007); *TgBAC(tcf21:mCherry-NTR)pd108* (Wang et al., 2015); *TgBAC(tcf21:NLS-EGFP)pd41* (Wang et al., 2015); *Tg(myl7:BFP-CAAX)bns193* (Guerra et al., 2018); *TgBAC(vegfaa:EGFP)pd260* (Karra et al., 2018); *Tg(myl7:mCherry-CAAX)bns7* (Uribe et al., 2018); *Tg(-0.8myl7:ERK-KTR-Clover-P2A-H2B-mScarlet)bns565*, abbreviated *Tg(myl7:ERK-KTR-Clover-P2A-H2B-mScarlet)* (Qi et al., 2022); *Tg(-0.8myl7:H2B-mScarlet)bns534*, abbreviated *Tg(myl7:H2B-mScarlet)* (this study); *tcf21^bns427^* (this study); and *wt1a^bns428^* (this study). All eggs, embryos and larvae were kept in egg water (3 g Instant Ocean, 0.75 g calcium sulfate, 10 l distilled water) unless otherwise stated.

### Generation of transgenic lines

To generate *Tg(-0.8myl7:H2B-mScarlet)*, the H2B and mScarlet sequences were cloned into a Tol2 backbone downstream of 800 bp of the *myl7* promoter (*-0.8myl7*). Cloning was performed using InFusion Cloning (Takara Bio). The construct was injected into AB embryos at the one-cell stage (30 pg/embryo) together with *Tol2* mRNA (25 pg/embryo) to establish the lines.

### Generation of mutant lines using CRISPR/Cas9

To generate the *tcf21^bns427^* and *wt1a^bns428^* mutant lines, the CRISPR design tool CHOPCHOP (https://chopchop.cbu.uib.no/) was used to design short guide RNAs (sgRNAs). The sgRNAs were assembled as described previously (Gagnon et al., 2014; Varshney et al., 2015) and transcribed using a MegaShortScript T7 Transcription Kit (Thermo Fisher Scientific). *cas9* mRNA was transcribed using an mMESSAGE mMACHINE T3 Transcription Kit (Thermo Fisher Scientific) using pT3TS-nCas9n (Addgene plasmid #46757) as a template. sgRNAs and *cas9* RNAs were purified with an RNA Clean and Concentrator Kit (Zymo Research). gRNAs (75 pg/embryo *tcf21* gRNA; 25 pg/embryo *wt1a* gRNA) and *cas9* mRNA (∼200 pg/embryo) were co-injected at the one-cell stage.

For *tcf21^bns427^*, an sgRNA targeting exon 1 (targeting sequence, 5′-CGCAGCTAACGCGCGC GAGA-3′) was used, resulting in a 10 bp deletion. To generate the *wt1a^bns428^* promoter-less allele, three sgRNAs targeting the promoter region of *wt1a* were designed and co-injected: two sgRNAs targeting the proximal promoter (sgRNA1, 5′-CAACTGGACAGCTTGGCCTA-3′; sgRNA2, 5′-AAAGGCGTCTAATAGACAAC-3′) and one sgRNA targeting intron 1 (sgRNA3, 5′-GGCAGTGCCACTCTTGCCAG-3′), resulting in a deletion of 8 kb.

*tcf21* mutants were genotyped using high resolution melt analysis (Eco Illumina) with the following primers: *tcf21* HRM fw, 5′-GCAAGCAGGTCCAGAGGA-3′, and *tcf21* HRM rv, 5′-ACGGTAACGTCGTCTTCAGC-3′. *tcf21* mutants carrying *TgBAC(tcf21:NLS-EGFP)* were additionally genotyped by PCR, to distinguish heterozygous and homozygous mutant embryos, using the following primers: *tcf21* PCR fw, 5′-TGTCTCCAGCCAACATGTCCA-3′, and *tcf21* PCR rev, 5′-GCGCATCCTCGCCCTCTCG-3′.

*wt1a* mutants were genotyped by PCR combining a common reverse primer (*wt1a* 3′ rv common, 5′-GCTGATCATCTCTGCGTTTG-3′) with one forward primer in the promoter region upstream of the deletion (*wt1a* 5′ fw1, 5′-TGTGAAATGAATGACACATCAAG-3′) or one forward primer in intron 1 inside the deleted region to detect the WT allele (*wt1a* 3′ fw2, 5′-CAATTGAAAAACTTTAAAAATCAGCA-3′).

### Chemical treatments

For cell ablation experiments, metronidazole (MTZ, Sigma-Aldrich) treatment was performed as described previously (Curado et al., 2007, 2008; Pisharath et al., 2007; Wang et al., 2015) with some modifications. MTZ powder was freshly dissolved in DMSO at 1 M concentration and subsequently diluted in egg water to 5 mM (52-80 hpf, 52-100 hpf) or 7 mM (96-144 hpf) concentration. Embryos and larvae were treated in different time windows (52-80 hpf, 52-100 hpf, 96-144 hpf). The larvae were then immediately imaged or rinsed with egg water before growing in the incubator.

The broad FGFR inhibitor (BGJ398, Selleck Chemicals) (De Simone et al., 2021) and the VEGFR inhibitor (SKLB1002, Selleck Chemicals) (Zhang et al., 2011) were dissolved in DMSO at a concentration of 10 and 5 mM, respectively, and frozen in single-use aliquots at −80°C. Larvae were treated with a final concentration of 7.5 μM BGJ398 or 2.5μM SKLB1002 (Matsuoka et al., 2016). Different concentrations were first tested to minimize off-target developmental defects and the lowest effective doses were chosen. Control embryos were treated with the same concentrations of DMSO.

### Whole-mount immunostaining

Whole-mount immunostaining was performed as described (Boezio et al., 2020). Larvae were fixed in 4% paraformaldehyde for 2 h at room temperature after stopping the heart with 0.4% tricaine. The fixative was substituted with PBS containing 0.1% Tween-20 and the yolks were manually removed using forceps. The blocking step preceding primary antibody incubation was performed in PBS with 1% bovine serum albumin, 1% DMSO and 0.5% Triton X-100 supplemented with 5% goat serum. Primary antibody incubations were performed overnight at 4°C at the following dilutions: anti-GFP (1:400, chicken; cat. no GFP-1020, AvesLabs), anti-Cav1 (1:50, mouse; cat. no 610406, BD Biosciences) and DsRed polyclonal antibody (1:200, rabbit; cat. no. 632496, Takara). All secondary antibodies tagged with Alexa Fluor 568, Alexa Fluor 488 and Alexa Fluor 647 (Thermo Fisher Scientific) were incubated overnight at 4°C at a 1:500 dilution. Larvae were incubated with 1 µg/ml DAPI with the secondary antibody.

### Whole-mount *in situ* hybridization and fluorescence *in situ* hybridization

The following primers were used to generate the DNA template for the *in situ* RNA probes: *tcf21* ISH fw, 5′-CGCATGACACGTTTCCACAT-3′; *tcf21* ISH T7 rv, 5′-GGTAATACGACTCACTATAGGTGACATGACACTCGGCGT-3′; *wt1a* ISH fw, 5′-AAATGGCGTCACAGTTGGAG-3′; *wt1a* ISH T7 rv, 5′-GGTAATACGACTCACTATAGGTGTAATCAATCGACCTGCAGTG-3′; *fgf24* ISH fw, 5′-ATGTCTGTTCTGCCGTCAAGG-3′; and *fgf24* ISH T7 rv, 5′-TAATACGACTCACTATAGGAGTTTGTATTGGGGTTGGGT-3′. Digoxigenin (DIG)-labeled probes were transcribed *in vitro* from PCR products, using T7 polymerase (Promega) and a DIG RNA labeling kit (Roche).

*In situ* hybridization (ISH) was performed as described previously (Thisse and Thisse, 2008). Anti-MF20 primary antibody [mouse, 1:100, Developmental Studies Hybridoma Bank (DSHB); MF 20 was deposited to the DSHB by D.A. Fischman (DSHB Hybridoma Product MF 20)] to label the heart was added together with the anti-DIG antibody (1:5000, cat. no. 11093274910, Roche). The secondary antibody goat anti-mouse Alexa Fluor 488 (1:500, cat. no. A-11001, Thermo Fisher Scientific) was added after treatment with BM Purple (Roche) for 2 h at room temperature and washed in PBS with 0.1% Tween-20 before imaging.

Fluorescence *in situ* hybridization (FISH) was performed as described previously (Gunawan et al., 2019) and following the same protocol as for ISH, with some modifications. Briefly, after the hybridization with the probe and the blocking step, larvae were incubated with anti-DIG-POD (1:500, cat. no. 11207733910, Roche), anti-dsRed (rabbit, 1:200; cat. no. 632496, Takara), and anti-MF20 (mouse, 1:500; cat. no. 14-6503-82, Invitrogen) primary antibodies at 4°C overnight. After several washes with PBS containing 0.1% Tween-20, larvae were incubated in amplification buffer with TSA fluorescein reagent (1:100; Roche) at 37°C for 1-2 h. Samples were protected from light during the staining reaction. The reaction was stopped by a wash with PBS with 0.1% Tween-20 (15 min) followed by a 6% H_2_O_2_ wash for 30 min.

Larvae were incubated with goat anti-rabbit Alexa Fluor 647 and goat-anti mouse Alexa Fluor 568 (1:500, cat. no. A-21244, A-11004, Thermo Fisher Scientific) and DAPI (10 µg/ml) for 2 h at room temperature and washed in PBS with 0.1% Tween-20 before imaging with a Nikon SMZ25 stereomicroscope with a 2×/0.3 objective (ISH) or a Zeiss LSM880 confocal microscope with a 20× objective (FISH).

### Confocal microscopy imaging

After immunostaining, fixed larvae were mounted in 1% low-melting agarose/egg water without tricaine, imaged with a Zeiss LSM700 confocal microscope with a W Plan-Apochromat 40×/1.0 dipping lens, and genotyped after imaging. For confocal imaging of live animals, larvae were embedded in 1% low-melting agarose with 0.2% or 0.01% tricaine to image stopped or beating hearts, respectively.

Videos of beating hearts were acquired with an exposure time of 5 ms for 20-40 s with a Zeiss spinning-disk confocal microscope. No tricaine was added to the agarose to avoid alteration of the heart rate. Confocal imaging of live hearts was performed with a Zeiss LSM700 or LSM800 Observer confocal microscope. Ventricular fractional shortening was quantified with ImageJ, using the following formula: [(width at diastole−width at systole)/width at diastole]×100.

### Mosaic *myl7:mScarlet* analyses

The *myl7:mScarlet* plasmid (Uribe et al., 2018) was injected at the one-cell stage (25 pg/embryo) together with *Tol2* mRNA (25 pg/embryo) into *Tg(myl7:BFP-CAAX)* embryos derived from *tcf21^+/−^* intercrosses. Injected embryos were selected for fluorescence at approximately 48 hpf. The same larvae were consecutively imaged at 76 and 100 hpf. Considering the variability in size and shape of the CMs depending on their location (Auman et al., 2007; Priya et al., 2020), only *myl7:mScarlet^+^* compact-layer CMs in the ventricular outer curvature were analyzed. The larvae were genotyped after imaging and analysis.

### Image analyses

The CM apical areas were manually quantified on a 3D reconstruction of the entire heart in ImageJ. CMs with inactive ERK signaling were defined as CMs with nuclear enrichment of the Clover signal and manually quantified in 2D sections in ImageJ. The numbers of total CMs, trabecular CMs, Venus-Gmnn^+^ CMs and EpiCs, and average internuclear distance were analyzed using the Spots function of the Imaris (Bitplane) software. 3D cardiac surface rendering, ventricular volume and individual CM volume quantifications were obtained with the Surfaces function of the Imaris (Bitplane) software. The numbers of extruding CM were quantified on the 3D myocardial surface rendering. Illustrations were done in Inkscape (XQuartz X11).

### Statistical analyses

All statistical analyses were performed in GraphPad Prism (Version 8.4). Samples were tested for normal distribution using the D'Agostino–Pearson normality test. The following parametric tests were performed: unpaired two-tailed Student's *t*-test or one-way ANOVA, followed by Dunnett’s multiple comparison test, unless specified otherwise, for comparison of 2 or ≥3 samples, respectively. Non-parametric tests used were the Mann–Whitney test or Kruskal–Wallis test, followed by Dunn's multiple comparison test, for the comparison of 2 or ≥3 samples, respectively.

### Randomization and blinding procedures

After selecting embryos or larvae for the relevant fluorescence signal, they were allocated randomly to different experimental groups. Animals were collected, grown or processed in the same dish or tube and genotyped after the imaging and analysis. For all experiments using the NTR-MTZ system, embryos and larvae from outcrosses of *TgBAC(tcf21:mCherry-NTR); Tg(myl7:EGFP-HRAS)* and AB were used. For the experiments performed to assess the epicardial coverage of MTZ-treated fish (Fig. 1M,N, Fig. S1, Fig. 3), DMSO-treated larvae were used as control. For most other experiments, all larvae were treated with MTZ to exclude contribution of the MTZ treatment to the observed phenotypes. *TgBAC(tcf21:mCherry-NTR)^−^* (*tcf21:*NTR^−^) larvae were used as controls and compared with *TgBAC(tcf21:mCherry-NTR)^+^* (*tcf21:*NTR^+^) larvae. For the experiments shown in Fig. 1L and Fig. 3G-I designed to count surviving EpiCs after ablation, both *tcf21:*NTR+ DMSO-treated larvae and *tcf21:*NTR^−^ MTZ-treated larvae were used as controls, and no significant difference was observed between the two groups. Therefore, the samples were pooled into the control group. Whenever possible, the investigators were blinded to allocation during experiments, data collection and analyses.

### Heart isolation and fluorescence-activated cell sorting

Hearts from 96 hpf *TgBAC(tcf21:NLS-EGFP); Tg(myl7:mCherry-CAAX)* larvae were manually dissected in Dulbecco's modified Eagle's medium (DMEM, cat. no. 21969-035, Gibco) with 10% fetal bovine serum (FBS, S0615, Sigma/Merck). *tcf21^−/−^* larvae, derived from *tcf21^+/−^* intercrosses, were selected based on the phenotype (i.e. lack of head muscles), whereas *tcf21^+/+^* larvae were obtained from *tcf21^+/+^* sibling intercrosses. To minimize bias in our analyses and to collect enough ventricular EpiCs to investigate the EpiC-CM crosstalk, we selected only *tcf21^−/−^* larvae that exhibited a substantial ventricular epicardial coverage. Although this choice might have led to the selection of larvae with milder transcriptomic differences, we observed that these hearts displayed a morphologically comparable phenotype with the *tcf21* mutants with less ventricular epicardial coverage (Fig. S4D,F). Hearts were centrifuged for 60 s at 2300 ***g*** and collected, washed with 1 ml Hanks' Balanced Salt Solution (HBSS) and dissociated into single cells by incubating in 100 μl Enzyme 1 and 5 μl Enzyme 2 (Pierce Cardiomyocytes Dissociation Kit, Thermo Fisher Scientific) for 20 min at 300-350 rpm in a 30°C shaker. The digestion was stopped by adding 1 ml DMEM with FBS. After centrifuging for 3 min at 800 ***g*** and discarding the supernatant, fresh DMEM with FBS was added to the dissociated cells and passed through 40 μl-filtered fluorescence-activated cell sorting (FACS) tubes. Cell viability was assessed with DAPI. Negative controls consisting of non-fluorescent hearts or single-color fluorescent hearts were prepared to adjust the gating. Cell filtering was performed by forward scatter amplitude (FSC-A) versus side scatter amplitude (SSC-A). Notably, from the FACS analyses, we observed that a population of *tcf21^+^* cells was also mCherry^+^ (Fig. S5A). We confirmed, through confocal imaging (Fig. S5B,B′), that a subset of ventricular *tcf21^+^* EpiCs displayed low levels of *Tg(myl7:*mCherry-CAAX*)* expression. According to this confocal imaging analysis, the double-positive population was composed of ventricular EpiCs. The single *TgBAC(tcf21:NLS-EGFP)^+^* population was likely composed of OFT EpiCs and some ventricular EpiCs not expressing the *myl7* transgene. In order to sort a sufficient number of ventricular EpiCs necessary to investigate the ventricular intercellular crosstalk between EpiCs and CMs, we decided to include the double-positive cells in the sorted epicardial population.

*TgBAC(tcf21:NLS-EGFP)^+^* cells (EpiCs) and *Tg(myl7:EGFP-HRAS)^+^/ TgBAC(tcf21:NLS-EGFP)^−^* cells (CMs) were sorted on a FACSAria III machine (BD Biosciences), directly collected in TRIzol, and frozen at −80°C before RNA sequencing. Approximately 7000-10,000 EpiCs and CMs were collected per biological replicate. The same number of cells was collected per genotype, over five sorting sessions.

### Transcriptomic analysis

Total RNA from sorted cells was isolated using the miRNeasy micro kit (QIAGEN), combined with on-column DNase digestion (DNase-Free DNase Set, QIAGEN). Total RNA and library integrity were verified with LabChip Gx Touch 24 (Perkin Elmer). Approximately 4 ng of total RNA was used as input for SMART-Seq v4 Ultra Low Input RNA Kit (Takara Clontech) for cDNA pre-amplification. Obtained full-length cDNA was checked on LabChip and fragmented by Ultrasonication using an E220 machine (Covaris). Final library preparation was performed using a Low Input Library Prep Kit v2 (Takara Clontech). 

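The factor by which the reads of a library had been divided was 1.288 and 1.114 in *tcf21+/+* EpiCs, 1.186 and 1.258 in *tcf21-/-* EpiCs, 0.636 and 0.942 in *tcf21+/+* CMs, and 0.876 and 1.027 in *tcf21-/-* CMs. *tcf21+/+* CM replicate 1 had the lowest factor. The deposited values summed to between 8.81 and 10.13 M per library.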

Sequencing was performed on a NextSeq500 instrument (Illumina) using v2 chemistry, resulting in an average of 37 million reads per library with 1×75 bp single end setup. The resulting raw reads were assessed for quality, adapter content and duplication rates with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Trimmomatic version 0.39 was used to trim reads with a quality drop below a mean of Q20 in a window of ten nucleotides (Davis et al., 2013). Only reads between 30 and 150 nucleotides were used in subsequent analyses. Trimmed and filtered reads were aligned versus the Ensembl Zebrafish genome version DanRer11 (ensemble release 99) using STAR 2.7.3a with the parameter ‘outFilterMismatchNoverLmax 0.1’ to set the maximum ratio of mismatches to mapped length at 10% (Dobin et al., 2013). The number of reads aligning to genes was counted with featureCounts 1.6.5 tool from the Subread package (Liao et al., 2014). Only reads mapping at least partially inside exons were admitted and aggregated per gene, whereas reads overlapping multiple genes or aligning to multiple regions were excluded from further analyses. Differentially expressed genes were identified using DESeq2 version 1.26.0 (Love et al., 2014). Genes were classified to be differentially expressed genes (DEGs) with the Benjamini–Hochberg-corrected *P*-value<0.05 and −0.59≤ Log_2_FC≥+0.59. The Ensembl annotation was enriched with UniProt data (release 06.06.2014) based on Ensembl gene identifiers. The top DEGs among the different samples are listed in Tables S2 and S3.

Differentially expressed genes encoding secreted factors were manually curated and annotated based on the Zebrafish matrisome genes (Nauroy et al., 2018). Expression data were imported in Python, Z-score transformed and plotted as heatmaps using Seaborn (https://joss.theoj.org/papers/10.21105/joss.03021).

### Gene Ontology analyses

GO enrichment of differentially expressed genes (log_2_FC>|0.585|; *P*<0.05) of individual sub-ontologies (Biological Processes, Molecular Functions and Cellular Components) was calculated using Cluster Profiler (v 4.4.0) (Yu et al., 2012) and with annotations derived from org.Dr.eg.db (v 3.14.0). For all Gene Set Enrichment analyses, the R package fgsea (v.1.20.0) was used.

Scripts and data are available at https://github.com/giulia-boezio/epicardium_analyses. The data used for the plots, including individual gene names for each GO term, are available in Table S4.

### RT-qPCR

Expression of *tcf21* and *wt1a* was analyzed in single 96 hpf larvae deriving from *tcf21^bns427^* or *wt1a^bns428^* heterozygous intercrosses, respectively. DNA and RNA were extracted from single embryos using TRIzol reagent, followed by TRIzol-chloroform extraction, as described previously (El-Brolosy et al., 2019).

To analyze *fgf24* and *vegfaa* expression, hearts were manually dissected from 96 hpf *tcf21^+/+^* and *tcf21^−/−^* larvae. *tcf21^−/−^* larvae were selected based on the lack of head muscles. RNA was extracted with the standard TRIzol-chloroform extraction and purified with RNA Clean and Concentrator Kit (Zymo Research).

Approximately 500 ng mRNA was used to synthesize cDNA using the Maxima First Strand cDNA kit (Thermo Fisher Scientific). For all experiments, DyNAmo ColorFlash SYBR Green qPCR Mix (Thermo Fisher Scientific) was used on a CFX connect Real-time System (Bio-Rad). All reactions were performed in technical triplicates and from three or more biological replicates. Every biological replicate consisted of cDNA from five to ten larvae or from 10-12 hearts per genotype. Gene expression values were normalized to the the zebrafish *rpl13a* housekeeping gene. The primers used are listed in Table S1.

## Supplementary Material

10.1242/dmm.049571_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: The developing epicardium regulates cardiac chamber morphogenesis by promoting cardiomyocyte growth
**Source:** Dis Model Mech. 2022 Oct 19;16(5):dmm049571. doi: 10.1242/dmm.049571
**Supplement:** Supplementary information

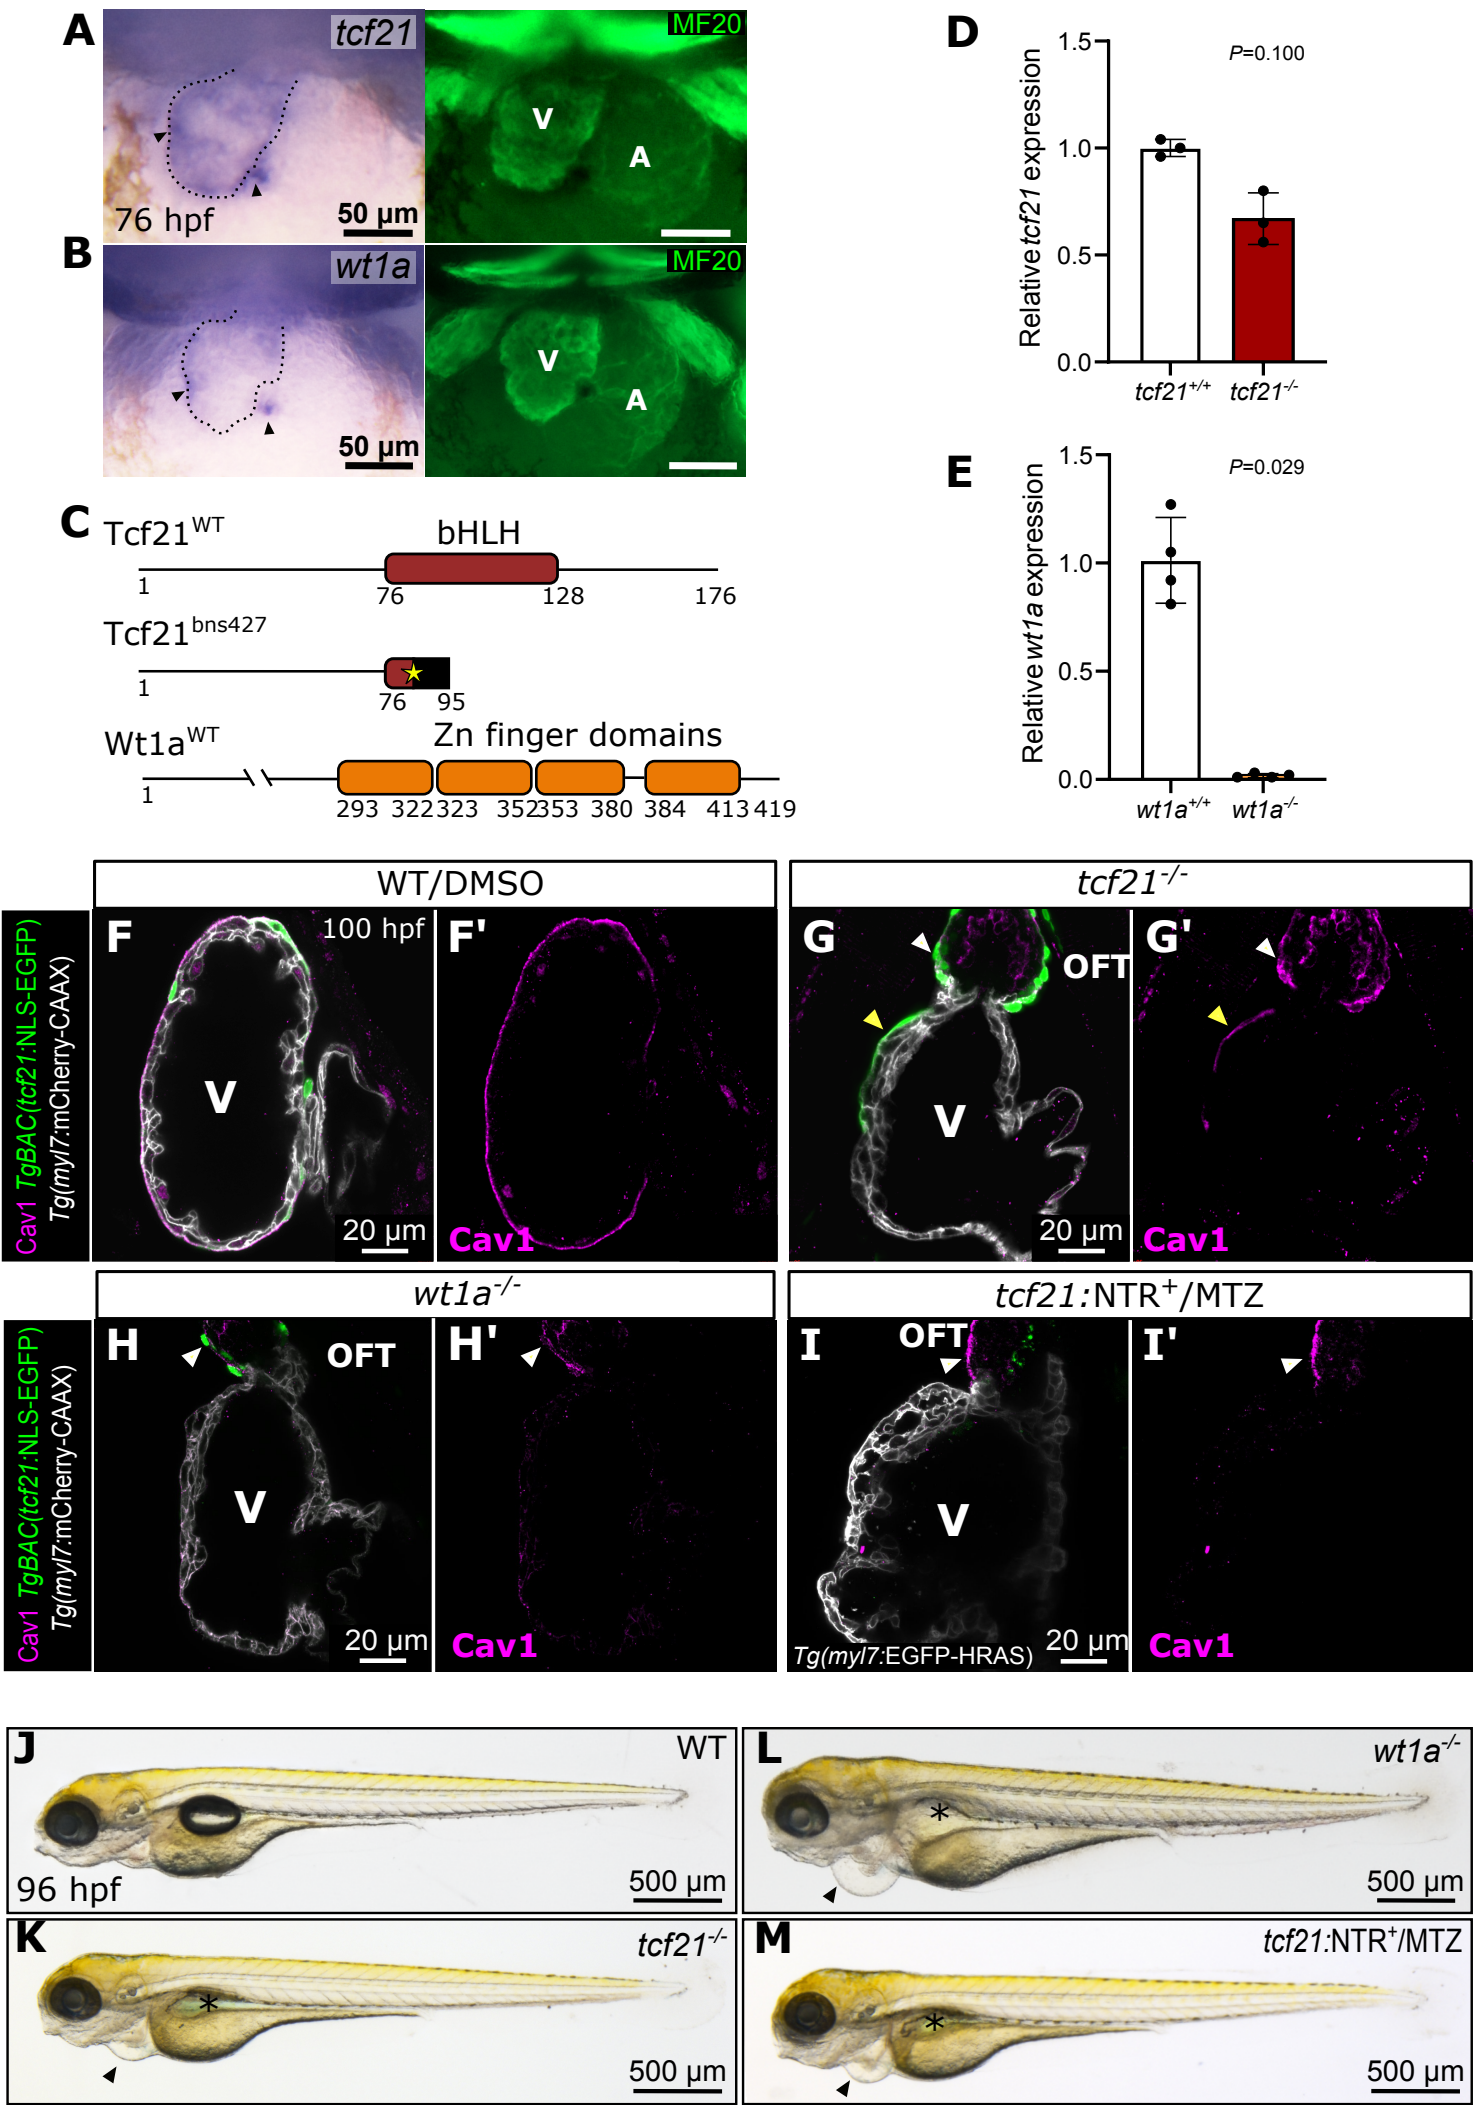

**Fig. S1. Transcription factors Tcf21 and Wt1a are crucial for cardiac**

**development A, B)** *In situ* hybridization showing the expression of *tcf21*(A) and *wt1a* (B) in 76 hpf hearts. MF20 immunostaining (green) labels the myocardium (dashed lines); arrowheads point to the presumptive signal in the epicardium. **C)** Schematics of wild-type Tcf21 and Wt1a proteins and predicted Tcf21 mutant protein, highlighting the bHLH (red/brown, Tcf21) and Zn finger (orange, Wt1a) domains. Yellow star indicates the CRISPR/Cas9-induced mutation site; the black rectangle represents new sequence downstream of the frameshift-inducing mutation. The *wt1a* mutation targets the promoter region and does not affect the coding sequence. **D, E)** *tcf21* (D) and *wt1a* (E) mRNA levels in 96 hpf *tcf21*<sup>+/+</sup> and *tcf21*<sup>-/-</sup> larvae (D) and in *wt1a*<sup>+/+</sup> and *wt1a*<sup>-/-</sup> larvae (E); means ± SD; P values from Mann Whitney test; Ct values are listed in Table S1. **F-I')** Confocal images of 100 hpf hearts immunostained for Caveolin1 (Cav1). Cav1 immunostaining is present only in “escaper” ventricular *tcf21*<sup>+</sup> EpiCs (yellow arrowheads, *tcf21*<sup>-/-</sup>) and in the OFT (white arrowheads). **J-M)** 96 hpf *tcf21*<sup>-/-</sup>, *wt1a*<sup>-/-</sup>, and *tcf21*:NTR<sup>+</sup> MTZ-treated larvae exhibit pericardial edema (arrowheads) and lack of swim bladder inflation (asterisks). A, atrium; V, ventricle; OFT, outflow tract; bHLH, basic helix–loop–helix; Zn, zinc.

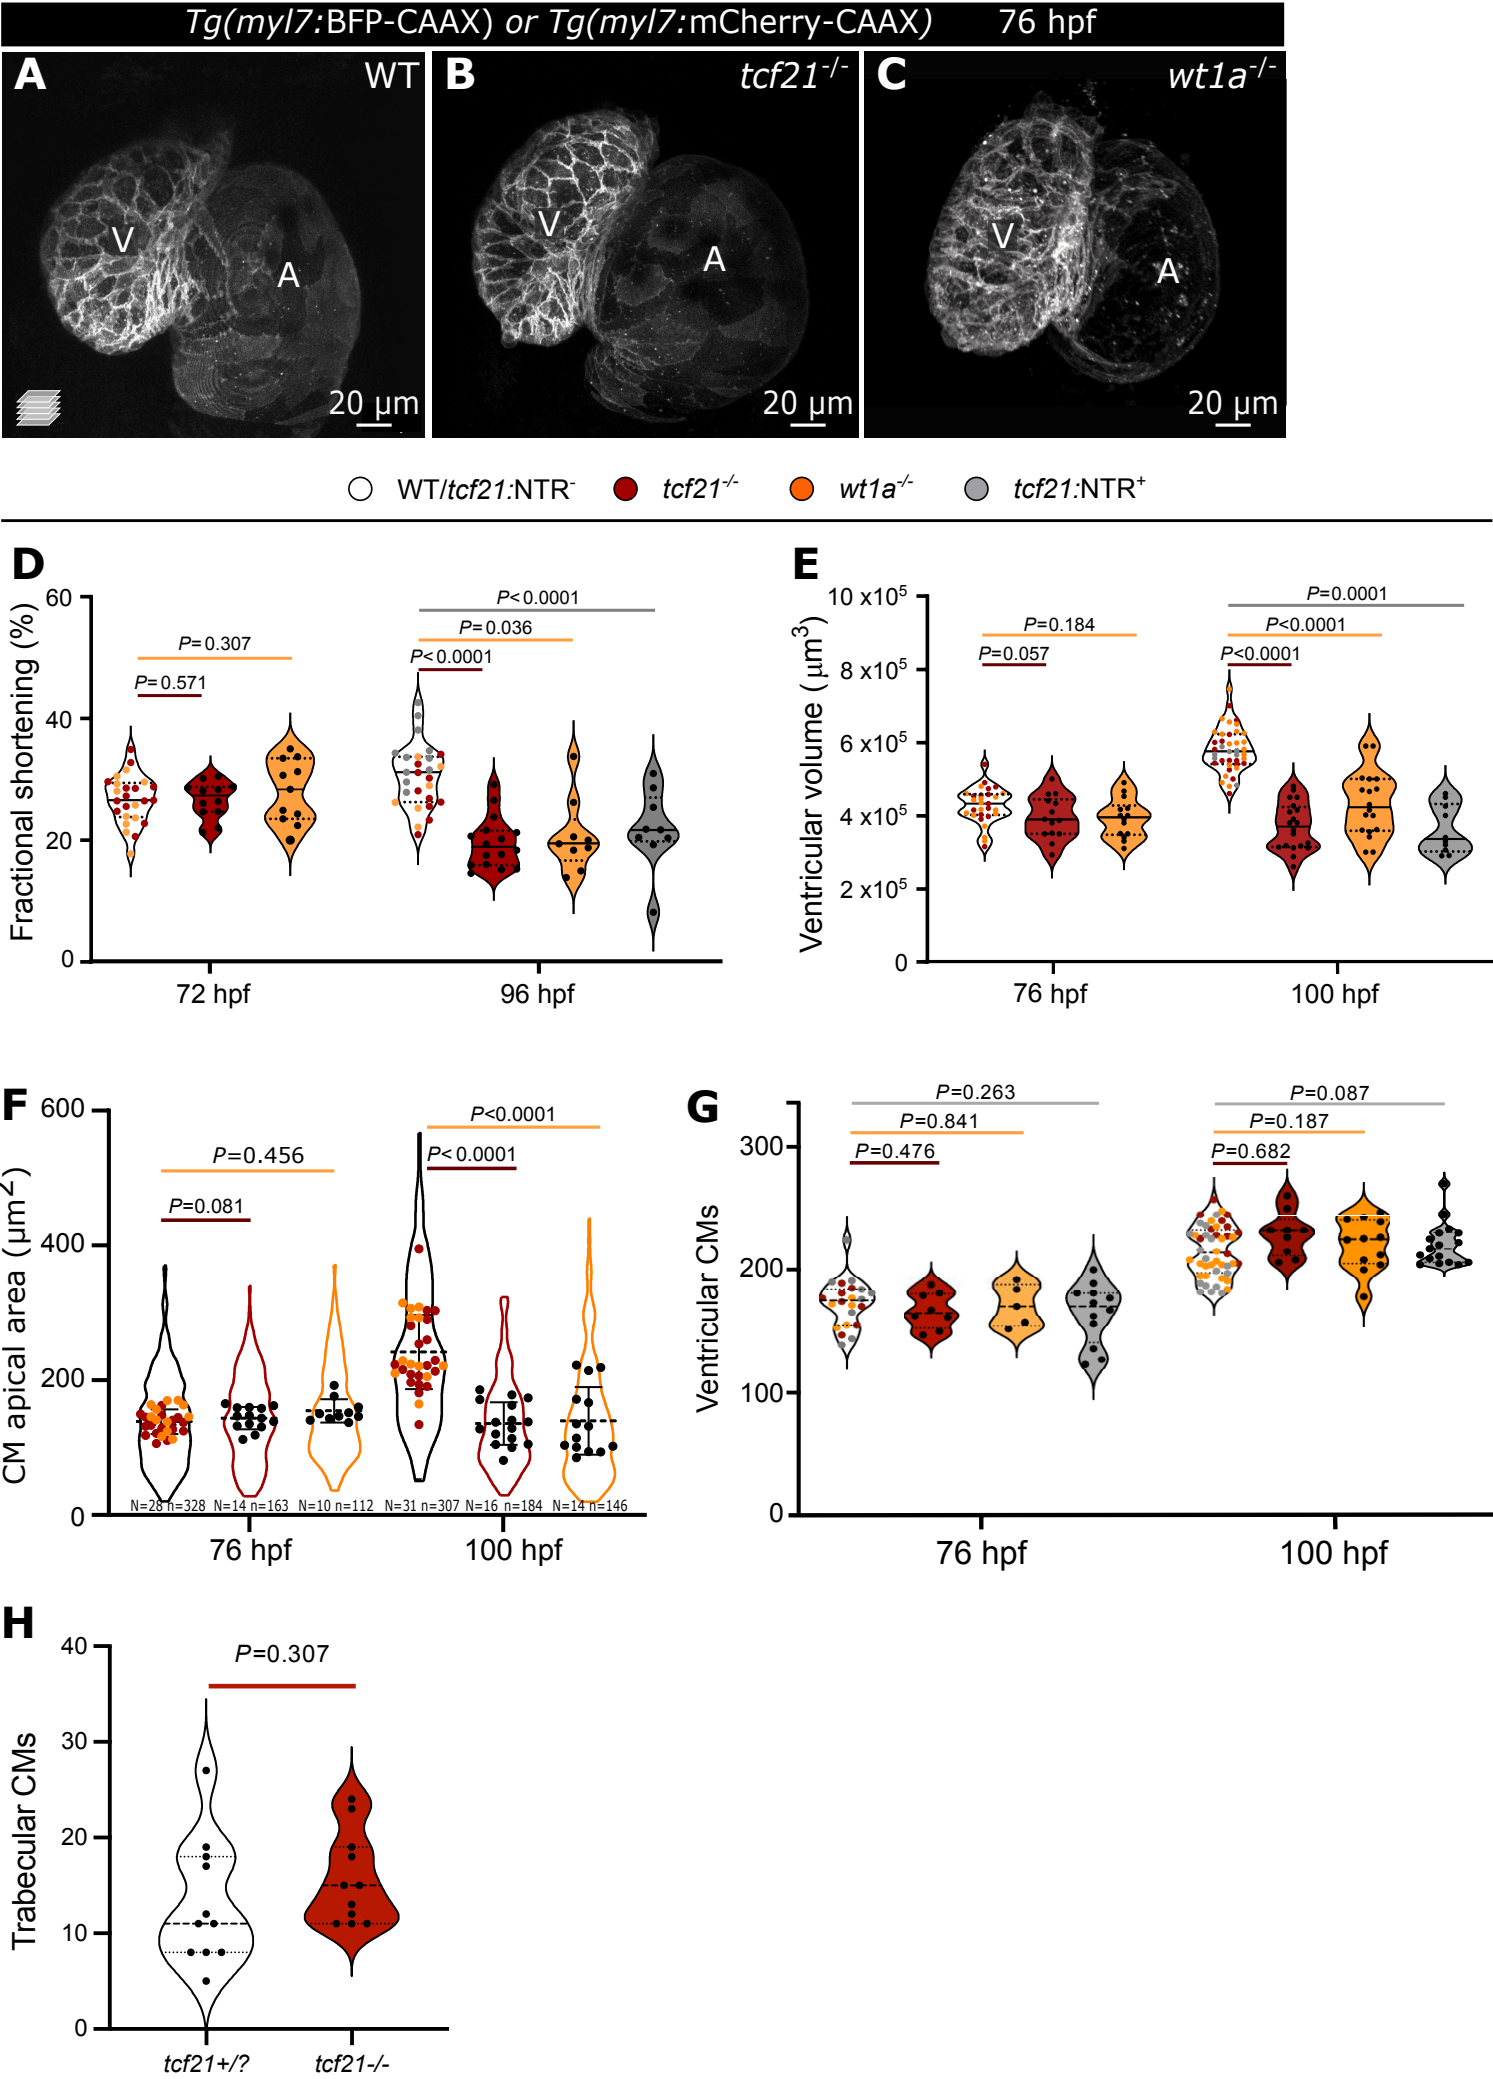

**Fig. S2. Epicardial impairment affects ventricular size, but not ventricular cardiomyocyte number**

**A-C)** Confocal images of 76 hpf WT, *tcf21*<sup>-/-</sup>, and *wt1a*<sup>-/-</sup> larvae, all exhibiting a similar ventricular size. **D-E)** Quantification of fractional shortening (D) and ventricular volume (E) in WT, mutant and *tcf21*:NTR<sup>+</sup> MTZ-treated larvae; the graph in E relates to Figure 2E, showing the single data points. **F)** CM apical area in WT, *tcf21*<sup>-/-</sup>, and *wt1a*<sup>-/-</sup> larvae; related to Figure 2F. Violin plot represents the distribution of individual CMs (n); dots represent the average per larva (N). **G)** Ventricular CM numbers in WT, mutant and *tcf21*:NTR<sup>+</sup> MTZ-treated larvae, showing individual data points; related to Figure 2J. **H)** Trabecular CMs in 96 hpf *tcf21*<sup>+/+</sup> and *tcf21*<sup>-/-</sup> larvae, showing individual data points. **A, B, F, G)** The colors of wild-type dots refer to *tcf21*<sup>+/+</sup> (brown), *wt1a*<sup>+/+</sup> (orange), and *tcf21*:NTR<sup>-</sup> MTZ-treated (grey) siblings. Median and quartiles (A, B, G), or mean ± SD (F); *P* values from *t*- or Mann-Whitney test (following normality test), compared with the WT/control siblings of each genotype/treatment. WT, wild type; A, atrium; V, ventricle; N, number of larvae; n, number of CMs.

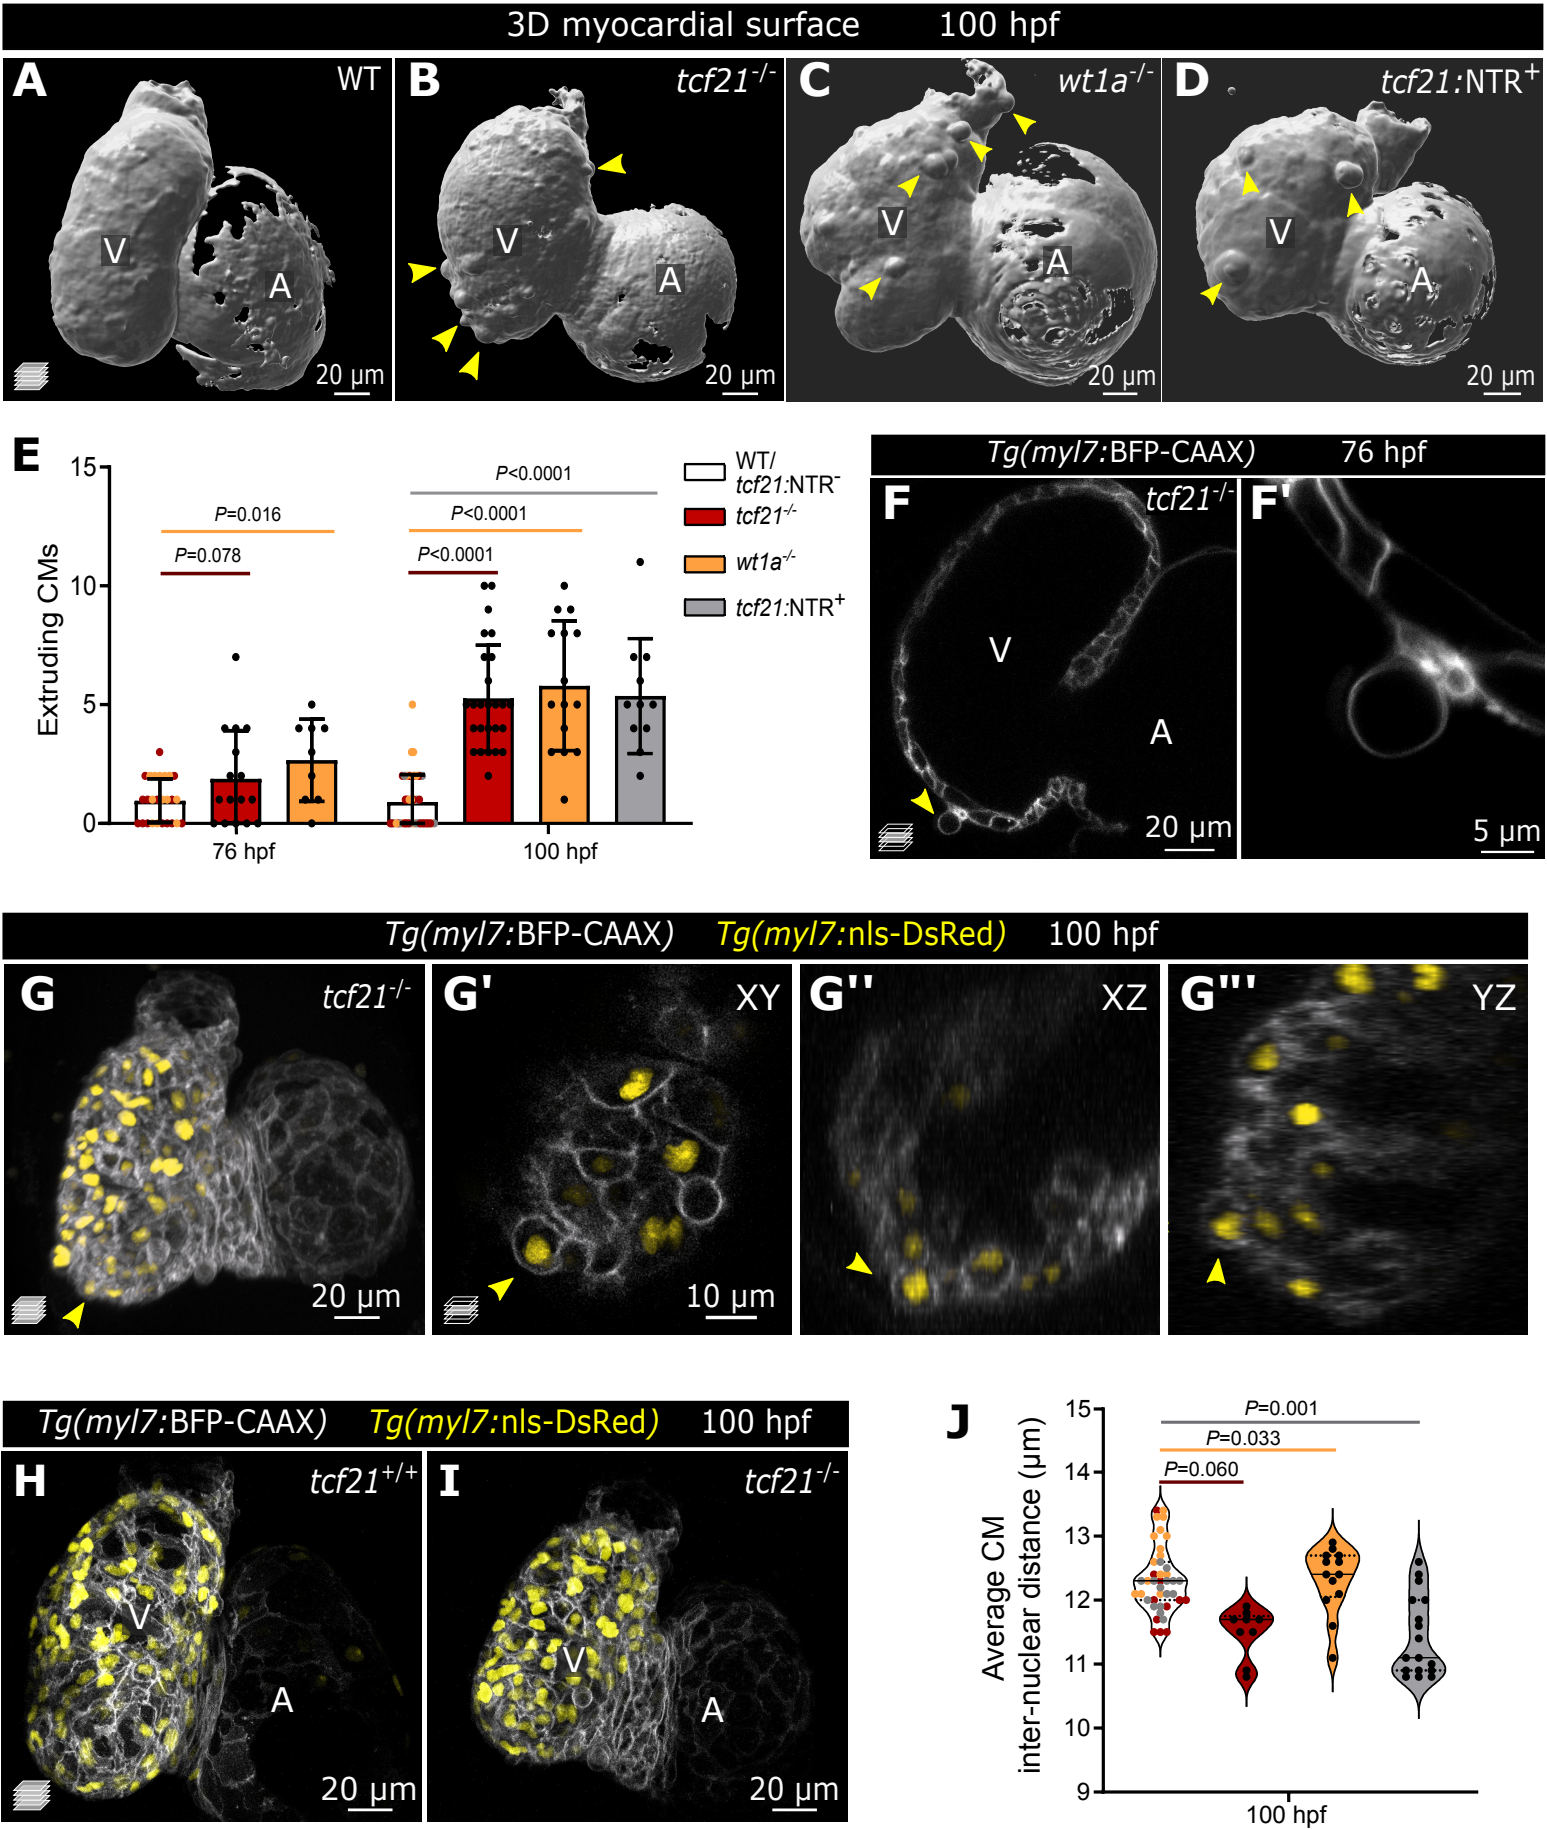

**Fig. S3. Impaired epicardial coverage causes abluminal cardiomyocyte****extrusion A-D)** 3D surface rendering of 96 hpf *Tg(myI7:mCherry-CAAX)* (A-C) and*Tg(myI7:EGFP-HRAS)* (D) hearts. Arrowheads point to extruding CMs. **E)**Quantification of CM extrusions at 76 and 96 hpf. **F, F')** Single-plane images of 76hpf *Tg(myI7:mCherry-CAAX); tcf21<sup>-/-</sup>* heart. Arrowhead points to extruding CM. **G-****G''')** Confocal images showing an intact nucleus in an extruding CM (yellowarrowheads) in a 100 hpf *Tg(myI7:BFP-CAAX); (myI7:nlsDsRed)* heart. **G'-G'''** aremagnified images of G as seen from different orientations. **H-J)** Confocal imagesand quantification of the CM inter-nuclear distance in 100 hpf *Tg(myI7:BFP-CAAX);**(myI7:nlsDsRed)* hearts. **E, J)** The colors of wild-type dots refer to *tcf21<sup>+/+</sup>* (brown)or *wt1a<sup>+/+</sup>* (orange), and *tcf21:NTR*- MTZ-treated (grey) siblings. Mean  $\pm$  SD (E) ormedian and quartiles (J); *P* values from *t*- or Mann-Whitney test (following normality

test), compared with WT/control siblings of each genotype/treatment. A, atrium; V,

ventricle.

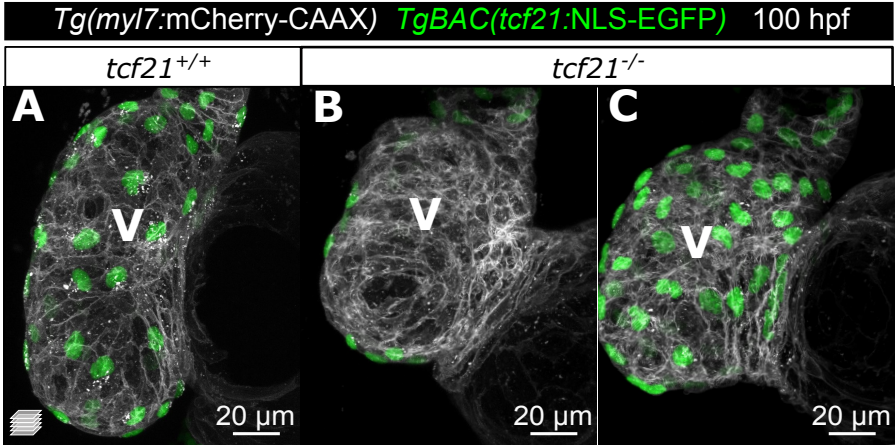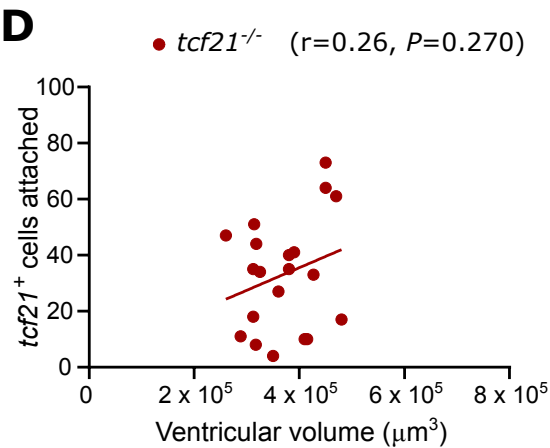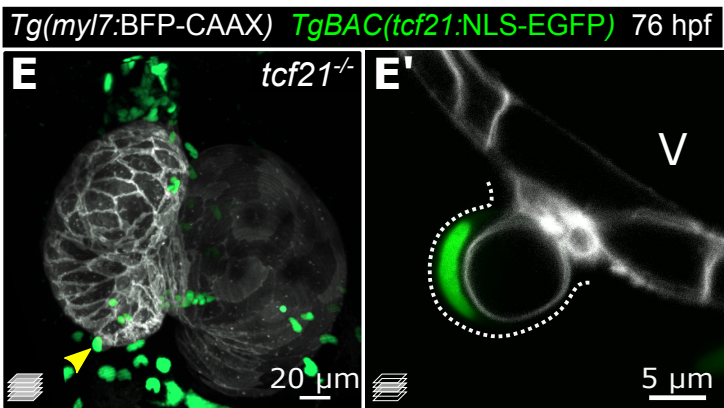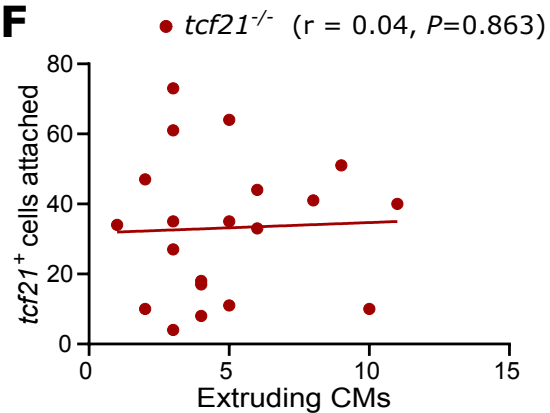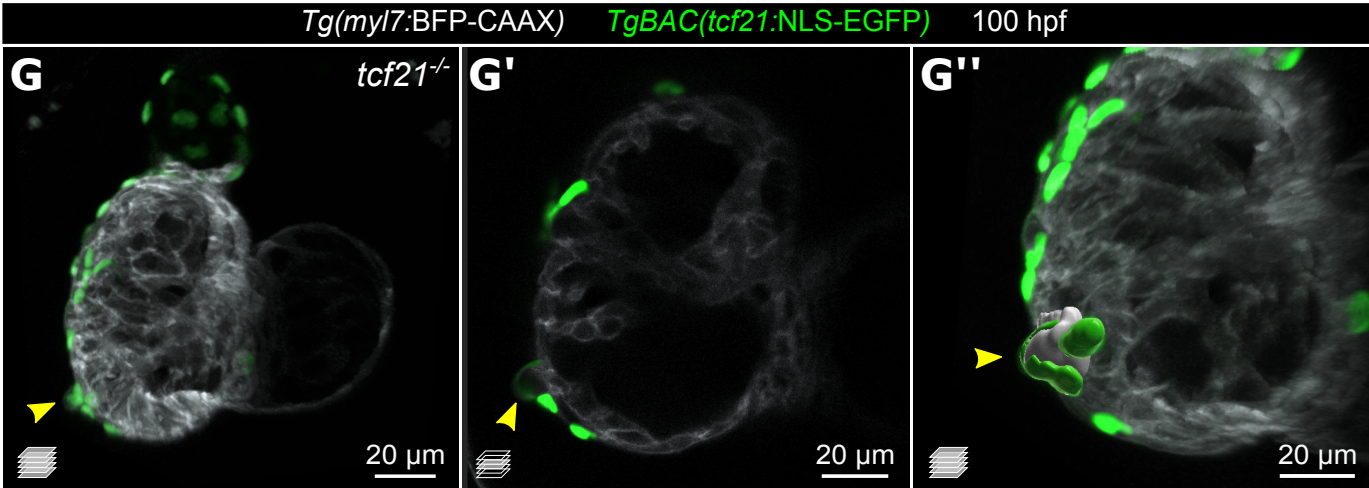

**Fig. S4. An intact epicardium is required to promote ventricular growth and prevent cardiomyocyte extrusion**

**A-C)** Confocal images of 96 hpf *Tg(myI7:BFP-CAAX); TgBAC(tcf21:NLS-EGFP); tcf21<sup>+/+</sup>* (A) and *tcf21<sup>-/-</sup>* (B, C) hearts, with different degrees of epicardial coverage (green). **D, F)** Pearson correlation between ventricular volume (D) and the number of extruding CMs (F) (X axis), and the number of ventricular *tcf21<sup>+</sup>* cells (Y axis) in 96 *tcf21<sup>-/-</sup>* larvae. **E, E')** Single confocal plane of a 76 hpf *TgBAC(tcf21:NLS-EGFP); Tg(myI7:mCherry-CAAX) tcf21<sup>-/-</sup>* ventricle exhibiting an extruding CM covered by a *tcf21<sup>+</sup>* epicardial cell (nucleus, green; cell body highlighted with dashed line). The same larva is shown in Fig. S3F. **G-G')** Confocal images of a 100 hpf *Tg(myI7:mCherry-CAAX); TgBAC(tcf21:NLS-EGFP); tcf21<sup>-/-</sup>* ventricle exhibiting an extruding CM covered by a *tcf21<sup>+</sup>* epicardial cell (yellow arrowheads). **G'** shows a 3D surface rendering of the CM and EpiCs highlighted by the arrowhead. V, ventricle.

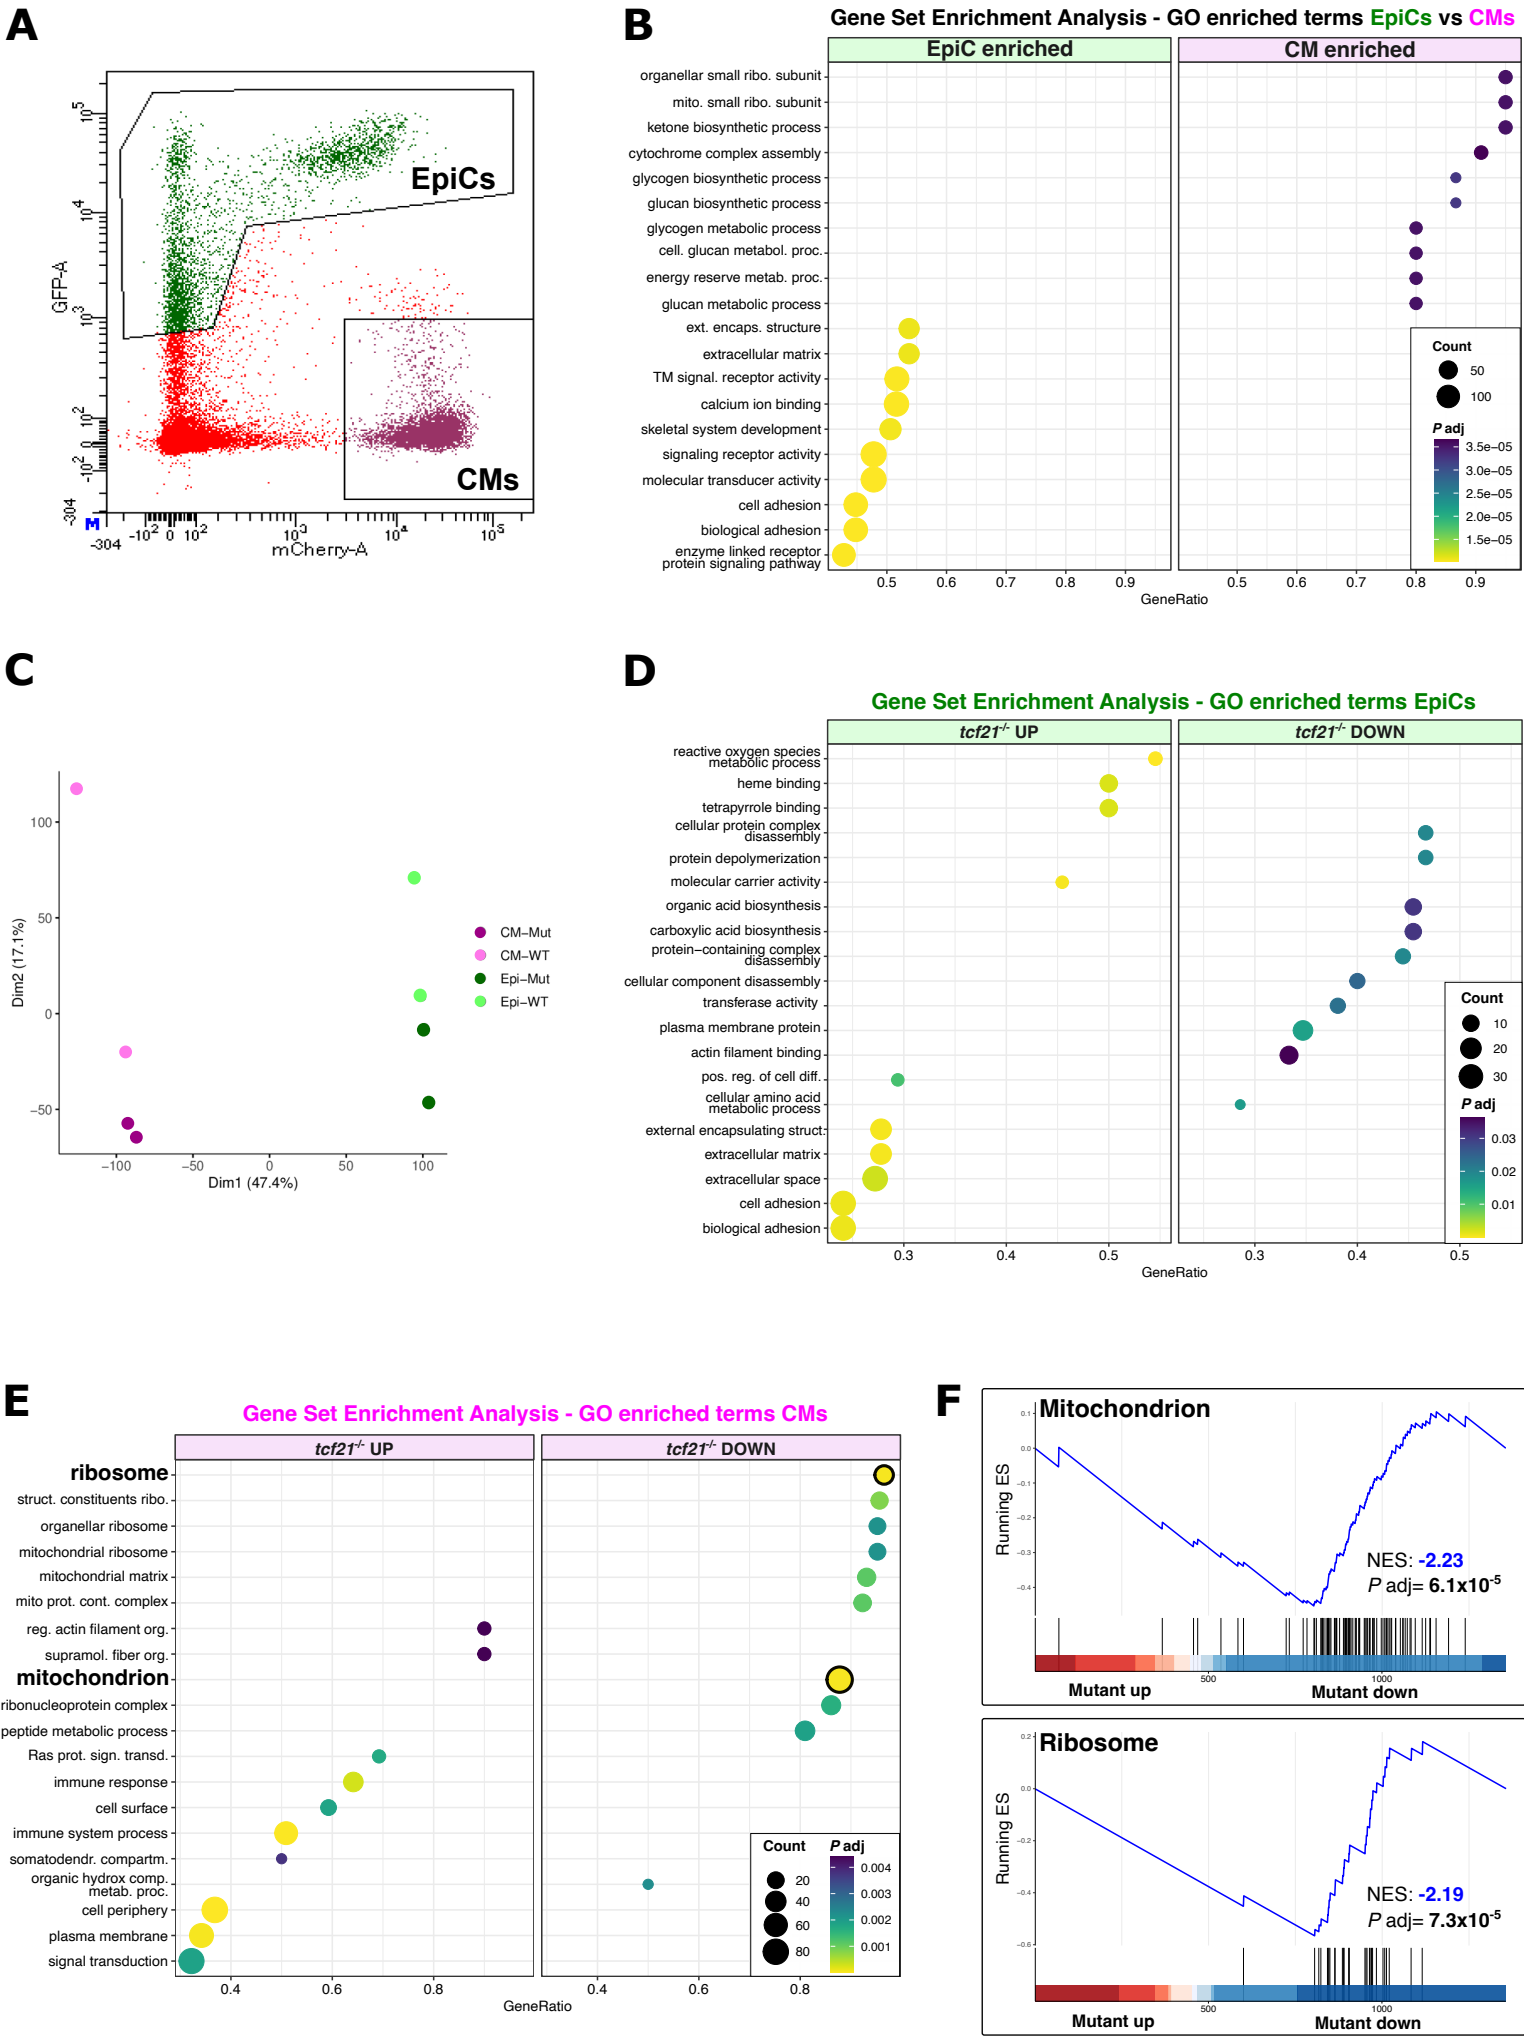

**Fig. S5. Transcriptomic analysis of sorted *tcf21*<sup>+/+</sup> and *tcf21*<sup>-/-</sup> EpiCs and CMs**

**A)** Fluorescence-activated cell sorting graph depicting the gating selected to sort EpiCs (green; GFP+) and CMs (purple; mCherry+, GFP-). 

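A principal component analysis of log_2_(value + 1) over 16077 genes, each centred and scaled to unit variance, placed 53.1% of the variance on PC1 and 18.4% on PC2. On PC1, the 4 EpiC libraries lay between 78.7 and 94.1 and the 4 CM libraries between −112.7 and −71.8. On PC2, *tcf21+/+* CM replicate 1 lay at 101.6 and *tcf21+/+* CM replicate 2 at −22.8, and the *tcf21-/-* CM libraries at −50.8 and −55.5. The *tcf21+/+* EpiC libraries lay at 5.4 and 55.8 and the *tcf21-/-* EpiC libraries at −0.3 and −33.4. With genes centred only, PC1 held 75.1% and PC2 7.6% of the variance.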

See Materials and Methods for details on the sorted populations. **B, D, E)** Gene Set enrichment analysis (GSEA) bubble plot, showing the most overrepresented Gene Ontology (GO) terms enriched in *tcf21*<sup>+/+</sup> EpiCs or CMs (**B**), up- or downregulated in *tcf21*<sup>-/-</sup> EpiCs (**D**) and CMs (**E**). **C)** Dimensionality reduction (Principal Component Analysis, PCA) of the RNA-seq experiment represented in Fig. 4A. 

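With fgsea, on genes ranked by limma's moderated statistic, the normalized enrichment score in *tcf21-/-* against *tcf21+/+* CMs was −3.20 for the 381 mitochondrion genes (*P*_adj_=5.77e-48) and −3.71 for the 127 ribosome genes (*P*_adj_=8.39e-43). fgsea permutes genes, so that these values do not account for the correlation between the genes of a set.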

Each point represents an RNA-seq sample. **F)** GSEA plots for the two most overrepresented Gene Ontology terms amongst the downregulated genes in *tcf21*<sup>-/-</sup> CMs, showing also their normalized enrichment score (NES) and *P* adjusted value. GO, Gene ontology; GSEA, gene set enrichment analysis; PCA, principal component analysis.

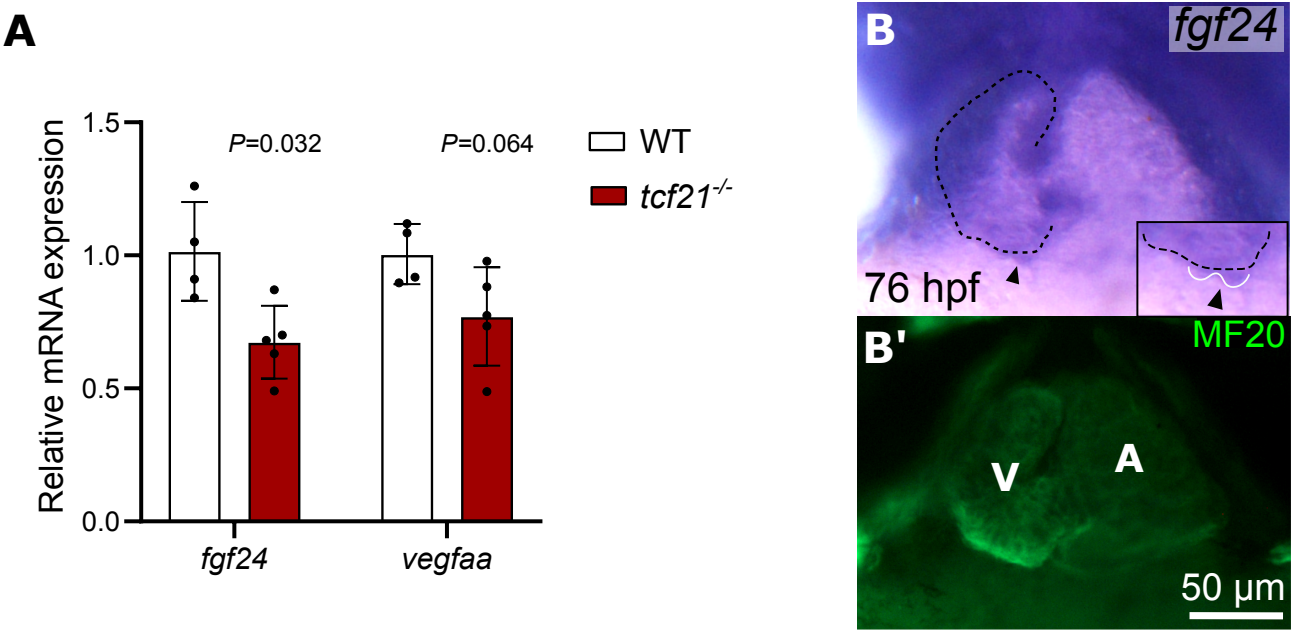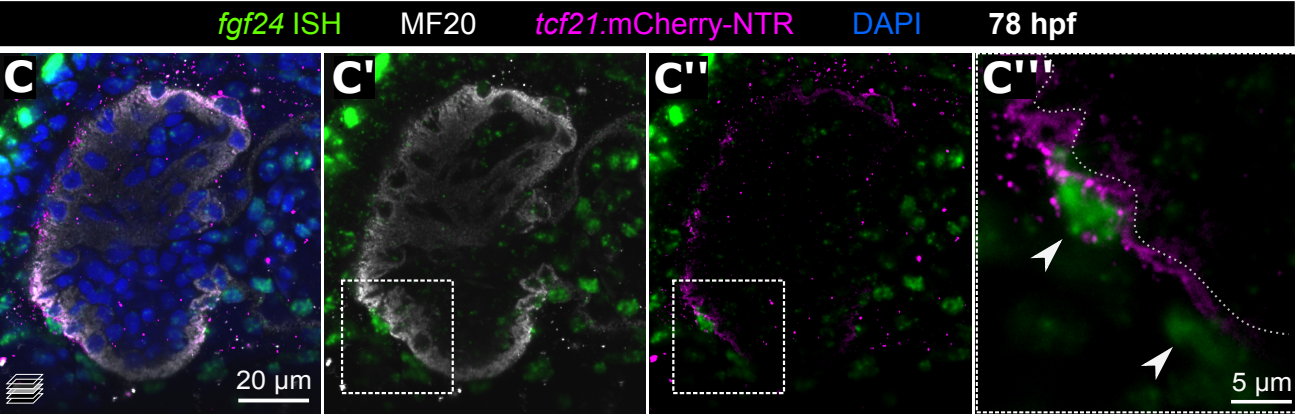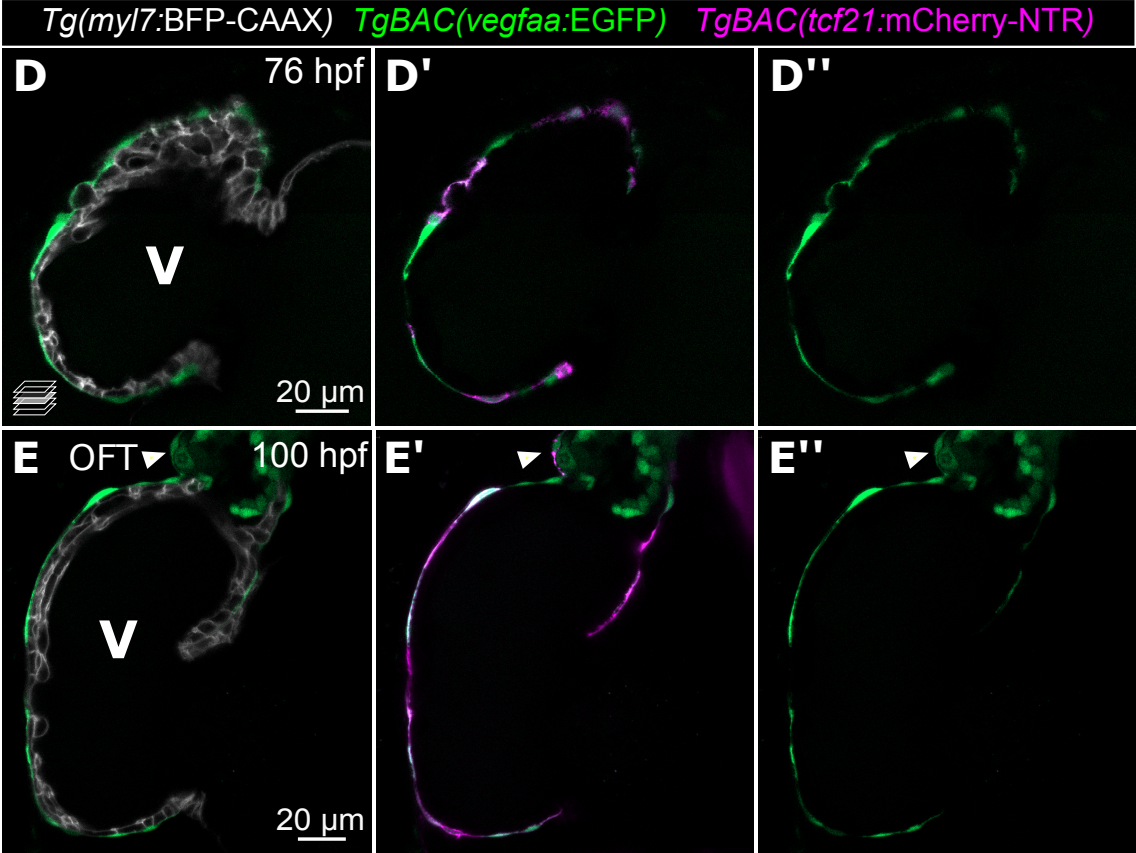

**Fig. S6. *fgf24* and *vegfaa* expression is enriched in epicardial cells and downregulated in *tcf21*<sup>-/-</sup> hearts**

A) *fgf24* and *vegfaa* mRNA levels obtained by RT-qPCR on extracted 96 hpf *tcf21*<sup>+/+</sup> and *tcf21*<sup>-/-</sup> hearts; means ± SD; *P* values from Mann Whitney test; Ct values are listed in Table S1. **B, B')** *In situ* hybridization showing *fgf24* expression in 76 hpf hearts (n=11/11). MF20 immunostaining (green) labels the myocardium (dashed lines). Arrowheads, epicardial cells outside of the myocardial wall (enlarged in the box). **C-C''')** Fluorescence *in situ* hybridization showing *fgf24* expression in 78 hpf hearts (n = 8/8) and its enrichment in the epicardium (C''', arrowheads). MF20 immunostaining (white) labels the myocardium and *tcf21*:mCherry-NTR expression labels the epicardium. **D-E'')** Confocal images of 76 (D) and 100 (E) hpf *Tg(myl7:BFP-CAAX); TgBAC(tcf21:mCherry-NTR); TgBAC(vegfaa:EGFP)* ventricles. *TgBAC(vegfaa:EGFP)* expression is restricted to the epicardium (here seen on the ventricle and OFT) as well as OFT smooth muscle cells (white arrowheads). A, atrium; V, ventricle; OFT, outflow tract.

**Table S1.** Ct values of gene expression by RT-qPCR, and primer sequences.

[Click here to download Table S1](#)

**Table S2.** List of the top differentially expressed genes ( $>1$  or  $<-1$  log2FC, baseMean  $> 50$ ) from RNA-seq datasets of 96 hpf CMs sorted from *tcf21*<sup>+/+</sup> and *tcf21*<sup>-/-</sup> larval hearts.

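Among the genes called in *tcf21-/-* CMs with a mean value over 50, the 5 with the largest rise and the 5 with the largest fall were chosen by a rule set in advance. *FQ378016.1* (ENSDARG00000108939, chromosome 5, 58487368 to 58512609) had values of 512 and 547 in *tcf21-/-* CMs and 0 in both *tcf21+/+* CM libraries, at least 112-fold higher (*P*_adj_=0.0105). *bcan* (ENSDARG00000099412, chromosome 16, 29310145 to 29334672) had 156 and 193 against 0 and 1, at least 37-fold higher (*P*_adj_=0.0426). *fgl2a* (ENSDARG00000019861, chromosome 4, 20178694 to 20181964), *mhc1uba* (ENSDARG00000075963, chromosome 19, 7072854 to 7101100) and *tent5ab* (ENSDARG00000054641, chromosome 23, 40275400 to 40286059) were at least 12.3-fold, 11.9-fold and 14.4-fold higher (*P*_adj_=0.0235, 0.0367 and 0.0364). The genes with the largest fall were *arhgef40* (ENSDARG00000078979, chromosome 7, 73488035 to 73571518), *lrrc4ca* (ENSDARG00000113411, chromosome 25, 9678421 to 9805269), *frmpd1b* (ENSDARG00000089009, chromosome 14, 4191136 to 4273396), *HACD4* (ENSDARG00000102221, chromosome 7, 18993828 to 19003504) and *nod2* (ENSDARG00000010756, chromosome 7, 37555568 to 37563965). Their values were 63 and 48, 60 and 15, 31 and 59, 41 and 19 and 57 and 41 in *tcf21+/+* CMs, and between 0 and 3 in *tcf21-/-* CMs. In EpiCs, where these 5 genes had values between 144 and 379 in all 4 libraries, none was called between the genotypes. Their *P*_adj_ lay between 0.0364 and 0.0491 and rose to between 0.297 and 0.66 under the setting least favourable to each.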

[Click here to download Table S2](#)

**Table S3.** List of the top differentially expressed genes ( $>1$  or  $<-1$  log2FC, baseMean  $> 50$ ) from RNA-seq datasets of 96 hpf EpiCs sorted from *tcf21*<sup>+/+</sup> and *tcf21*<sup>-/-</sup> larval hearts.

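By the same rule, *mhc1uba* had the largest rise in *tcf21-/-* EpiCs, with values of 316 and 262 against 2 and 1 in *tcf21+/+* EpiCs, at least 107-fold higher (*P*_adj_=0.0274). *crhbp* (ENSDARG00000024831, chromosome 21, 7823146 to 7832351) had 1489 and 1092 against 22 and 14, a log_2_FC of 6.10 (SE 0.71, *P*_adj_=0.0296), and *FQ378016.1* had 392 and 367 against 3 and 13, a log_2_FC of 5.67 (SE 0.70, *P*_adj_=0.0336). *CABZ01070747.1* (ENSDARG00000117546, chromosome 10, 1982550 to 1991468) and *atp1a2a* (ENSDARG00000010472, chromosome 2, 44203075 to 44255537) rose from 0 in both *tcf21+/+* EpiC libraries to 32 and 20 and to 26 and 14. The CM libraries held between 820 and 1011 and between 238 and 501 of these 2 genes. Among the falls, the gene ENSDARG00000076981, chromosome 16, 11558868 to 11569729, and *si:dkey-205h13.2* (ENSDARG00000089429, chromosome 23, 26523998 to 26536055) had 365 and 326 and 127 and 544 in *tcf21+/+* EpiCs and 0 in all *tcf21-/-* EpiC libraries, at least 136-fold and 133-fold lower. *si:dkey-178e17.3* (ENSDARG00000058658, chromosome 8, 1873345 to 1909840) had 614 and 490 against 4 and 0, *gad1b* (ENSDARG00000027419, chromosome 6, 3827751 to 3863452) 562 and 562 against 9 and 12, and *grip2a* (ENSDARG00000087187, chromosome 8, 7205524 to 7308373) 31 and 30 against 0 in both. The CM libraries held between 394 and 563 of *grip2a*, and CM RNA was not tested as a source of its values in *tcf21+/+* EpiCs. The *P*_adj_ of the 10 genes lay between 0.0191 and 0.048 in limma, and the highest value of each across the settings between 0.0881 and 0.126. By the methods, *tcf21+/+* larvae had other parents than *tcf21-/-* larvae. Here and in CMs, an effect of parentage was therefore not told apart from one of genotype.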

[Click here to download Table S3](#)

**Table S4.** List of all Gene Ontology terms (shown in Figure S5, and related gene IDs) enriched in the different sorted populations, obtained from the RNA-seq datasets of 96 hpf *tcf21*<sup>+/+</sup> and *tcf21*<sup>-/-</sup> larval hearts.

[Click here to download Table S4](#)

How the deposited data were processed for this re-analysis (not part of the article)

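The RNA-seq experiment compared EpiCs and CMs sorted at 96 hpf from *tcf21+/+* and *tcf21-/-* hearts, with 2 libraries in each of the 4 groups, 8 in all. According to the methods, the authors trimmed the reads, aligned them to danRer11 with STAR and counted them per gene with featureCounts. The signal values deposited by the authors are these gene counts divided by 1 factor per library and rounded to whole numbers, as the values themselves show, in 1 table of 21286 genes with gene coordinates and Gene Ontology terms for 8201 genes. The replicate numbers and conditions came from the sample labels and the column names, and all columns of values were mapped. The replicate block takes the replicate number in these labels and fits a common shift between replicates for all 4 groups. It does not model a pairing of EpiC and CM libraries within each genotype. Whether same-numbered EpiC and CM libraries of a genotype share hearts is not stated. By the methods, *tcf21-/-* larvae came from crosses of heterozygotes and *tcf21+/+* larvae from crosses of *tcf21+/+* siblings. Genotype and parentage therefore cannot be told apart in any comparison of genotypes.

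Rounded multiples of a fixed step leave regular gaps or repeats among low values. A scan for that step, tested on simulated data (9 of 9 steps found within 0.001), gave what 1 read was worth in each library and hence the estimated reads, a median of 10.6 M reads per library in *tcf21+/+* EpiCs, 10.985 M in *tcf21-/-* EpiCs, 7.54 M in *tcf21+/+* CMs and 8.855 M in *tcf21-/-* CMs. Whole reads cannot be recovered where 1 read was worth less than 1 unit.

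Values were compared as log_2_(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with an abundance trend), with all 8 libraries in 1 fit so that the 4 groups shared 1 estimate of the spread. The 16077 genes with a mean value of at least 10 were tested. Tests were two-sided, with Benjamini–Hochberg adjustment over all genes tested, and genes with a *P*_adj_ under 0.05 and an absolute log_2_FC of at least 0.59 were called (0.7 where the legend of Fig. 4 sets it). On simulated values, 200 of 16077 genes were changed by 1.5 on the log_2_ scale. The fit called 74.5% of the changed genes and 4 unchanged ones in the changed contrast, and 0 genes in an unchanged contrast. The simulated spread between replicates was set alike for all genes and not matched to that of the libraries, so that these rates do not carry over to them. Gene sets were tested with camera at an inter-gene correlation of 0.01 and with fgsea 1.28.0. The cytosolic and mitochondrial ribosomal protein and collagen sets were taken by symbol, the others by Gene Ontology term. A fold against a group with at most 3 estimated reads in each library is given as a lower bound. The same was done for *vegfba* against *tcf21+/+* CMs, with values of 0 and 4.

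Genes were named by a rule: every gene the paper names, and in each comparison of genotypes the 5 genes with the largest rise and the 5 with the largest fall among the called genes with a symbol, a mean value over 50 and no overlap between the genotypes. The comparisons with their tests, the naming rule and the alternatives were fixed before the data were examined, except for cyclic loess normalization, estimated reads without scaling and the ribosome Gene Ontology set, which were added later. Most tests of explanations for single patterns were also chosen later, as stated where they are given. The alternatives set in advance and run were other pseudocounts, filters, fold change limits and scalings, library quality weights and a fit without the trend. They also included a fit of the compared groups alone, a replicate block and leaving out each library. DESeq2 and edgeR were planned too but not run. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used to prepare the table and the figures. The imaging, RT-qPCR and *in situ* hybridization data were not analysed here.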

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

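Every test in this part was chosen only after the result was seen, while the list of leukocyte markers was fixed before the data were examined.

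The genotype effect on *hapln1a* and *hapln1b* differed between cell types. *hapln1a* had values of 604 and 566 in *tcf21+/+* EpiCs, 209 and 219 in *tcf21-/-* EpiCs, 1203 and 991 in *tcf21+/+* CMs and 2351 and 1781 in *tcf21-/-* CMs. The log_2_FC was −1.45 in EpiCs and 0.91 in CMs, and their difference −2.35 (SE 0.30, unadjusted *P*=3.16e-05, *P*_adj_=0.0992, 0.039 to 0.186 across the settings). *hapln1b* had 677 and 714, 245 and 244, 349 and 760, and 1431 and 1115 in the same order, with a difference of −2.80 (SE 0.48, unadjusted *P*=0.000303, *P*_adj_=0.161, 0.108 to 0.368 across the settings). In both cell types both *tcf21-/-* libraries lay outside the 2 *tcf21+/+* libraries. Neither difference passed the correction over 16077 genes: 0 genes did, with 1137 at an unadjusted *P* under 0.05. Opposite shifts without overlap were found for 775 genes (4.8%, chance 5.6%). In estimated reads the smallest of the 4 differences was 1.2 in size (0.93 less the median of all genes). The factors dividing the libraries could not supply the shifts, since they alone would move a gene with constant reads by −0.027 (log_2_) in EpiCs, at most 1.9% of a shift there, and by −0.294 in CMs, against the direction of the rise. If CM RNA in the EpiC libraries were the source, CM markers would fall in *tcf21-/-* EpiCs by as much. Their median log_2_FC was −0.08. Of 16 CM marker genes tested (15 of the 16 listed symbols were found), 6 were lower in both *tcf21-/-* EpiC libraries and 0 higher. Chance gives 16.7% in each direction. *myh6* went from 540 and 229 to 88 and 130. By size, CM RNA with the composition of the sorted *tcf21+/+* CMs could not supply the fall. CM RNA of another composition was not tested and stays open. *myh6* had the lowest share of its CM value among the listed markers, 4.92% and 2.09% in the *tcf21+/+* EpiC libraries, and CM RNA at that share, with the composition of the sorted *tcf21+/+* CMs, makes up at most 13.8% of the fall of either gene. Reads shared between the 2 paralogs and sequence variants against the reference were not tested, and a biological difference between the cell types was not established.

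Leukocyte marker genes, which the paper does not discuss beyond the immune terms of Fig. S5, were higher in *tcf21-/-* CMs. Of 25 listed markers 19 could be tested, with a median log_2_FC of 1.87, and 18 were above 0 (from −0.37 to 4.54). None was called over all genes or over the list alone, 6 had an unadjusted *P* under 0.05, and the lowest *P*_adj_ was 0.265. In both *tcf21-/-* CM libraries, 15 of the 19 were higher than in both *tcf21+/+* CM libraries (78.9%, chance 16.7%). RNA from leukocytes in the sorted CMs is a candidate source of these 15 markers. The median in estimated reads, less that of all genes, was 1.88. That value had to come out near the median in deposited values and tests nothing by itself. The library factors could not supply the rise, since they alone would move a gene with constant reads by −0.294 (log_2_) in CMs, in the other direction (−15.7% of the median). In EpiCs, 5 of the 19 were higher in both *tcf21-/-* libraries and the median was 0.44. The difference between the cell types had an unadjusted *P* under 0.05 for 2 of the 19. More leukocytes in *tcf21-/-* hearts and a sort that kept more of them cannot be told apart with these libraries.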

How the results depend on the processing

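All alternatives but cyclic loess normalization and estimated reads without scaling were set in advance, and those were chosen after seeing that abundant genes have near-constant reads. Counts called over all genes are given first, for the settings that moved them by more than 1.5 times.

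Between *tcf21+/+* EpiCs and CMs, the 3679 genes higher in EpiCs stayed within 1.5 times that count under every setting, and so did the 3026 higher in CMs except in estimated reads without scaling, where 1667 were called. That setting moved the median of all genes from 0.11 to 0.735 (log_2_) and the share of calls higher in EpiCs from 54.9% to 76.5%. Rescaling to the same total moved the median of all genes to 0.239.

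In *tcf21-/-* EpiCs, the 7 higher and 24 lower genes became 21 and 55 with pseudocount 5, 25 and 63 after quantile normalization, 48 and 85 with library quality weights, and 0 and 0 with only the compared groups in the fit. Estimated reads without scaling gave 0 and 0 (1112 genes at an unadjusted *P* under 0.05). The higher genes were 4 with the libraries rescaled to the same total, 21 without the trend and 12 after cyclic loess normalization, and the lower genes 15 with pseudocount 0.5. The 4 fits that each left out one CM replicate gave from 0 to 18 higher and from 1 to 30 lower genes.

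In *tcf21-/-* CMs, the 40 higher and 19 lower genes became 14 and 7 with pseudocount 5, 15 and 7 with no filter on low values, 23 and 10 with the libraries rescaled to the same total, and 0 and 0 with only the compared groups in the fit and with library quality weights. In estimated reads without scaling they were 0 and 0, with 1822 genes at an unadjusted *P* under 0.05 and a median of all genes of 0.271. Quantile normalization gave 23 higher genes, with 57.5% of calls higher against 67.8%. The 4 fits that each left out one EpiC replicate gave from 0 to 1 higher and from 0 to 0 lower genes. Leaving out a library of the compared groups leaves 1 in its group, and no calls were made there. No gene passed for a difference of the genotype effect between EpiCs and CMs (1137 at an unadjusted *P* under 0.05), except 9 after quantile normalization and 58 without the trend.

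Of the 7 secreted factor genes of Fig. 4C, the 1 called became 0 with pseudocount 0.5, no filter on low values, only the compared groups in the fit, the replicate block or estimated reads without scaling. It became 2 with pseudocount 5, quantile normalization, no trend or library quality weights, and was from 0 to 1 when one CM replicate was left out. The genes of Fig. 4B called higher in *tcf21+/+* EpiCs stayed between 49 and 55.

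Same-numbered libraries of the 2 genotypes come from different animals, and the correlation of their deviations from the group means was −0.036 between the EpiC groups and 0.002 between the CM groups. With the replicate block, 1 gene was higher and 8 lower in *tcf21-/-* EpiCs, and 1 higher and 0 lower in *tcf21-/-* CMs.

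For gene sets, the inter-gene correlation estimated from the data left the medians as they were and raised *P*_adj_ above 0.05 for every set that had passed. In *tcf21-/-* CMs these were the mitochondrial ribosomal protein (−0.54), cytosolic ribosomal protein (−0.33), mitochondrion (−0.34) and ribosome genes (−0.39), all at *P*_adj_=0.373, where the other settings with a test ranged up to 2.04e-07. They were also the mitochondrial ribosomal protein genes in *tcf21-/-* EpiCs (−0.23, *P*_adj_=0.708) and, in *tcf21+/+* EpiCs against CMs, the extracellular matrix (2.60, *P*_adj_=0.0549) and mitochondrion genes (−1.33, *P*_adj_=0.234). Leaving out one replicate gave medians from −0.85 to −0.23 for the mitochondrial ribosomal protein genes and from −0.60 to −0.10 for the mitochondrion genes in *tcf21-/-* CMs, and, for the collagen genes in *tcf21-/-* EpiCs, from 0.0445 to 0.165 without one EpiC replicate, each below the 0.21 with all libraries. The extracellular matrix median in *tcf21-/-* EpiCs (0.00) changed sign with genes of mean value over 50 (0.0244), in estimated reads without scaling (0.0222) and as a normalized enrichment score (1.0018), and was from 0.0343 to 0.1043 when one EpiC replicate was left out. In the wild-type comparison, the extracellular matrix and mitochondrion medians kept their direction under every setting.

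PC1 held 75.1% of the variance with genes centred only, 91.8% with the 500 genes of largest variance, and from 53 to 56.7% with one replicate left out; PC2 held 7.6%, 2.4% and from 13.8 to 20.4%.

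Over the 68 results for named genes, 1211 alternatives with a test gave 1021 results on the same side of the threshold, 178 weaker, 10 stronger and 2 reversed. In 280 alternatives a library of the compared groups was left out and no test was made, and the log_2_FC moved by less than the spread between replicates in 261 and by more in 19. The 2 reversed were *kdr* in *tcf21+/+* EpiCs against CMs, after quantile (−0.32) and cyclic loess normalization (−0.32). Leaving out one replicate also changed the sign of *fgf10a* (−1.28 to 0.10), *has1* (−0.27 to 0.64) and *scube2* (−0.22 to 1.49) in *tcf21-/-* EpiCs. For each change in this part, the cause was not tested. The planned DESeq2 and edgeR alternatives were not run, since whole reads cannot be recovered from the deposited values in 5 of the 8 libraries.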

Differences from the paper's values

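The ribosome gene set was added after the data were seen, and the other comparisons in this part were set before. At an absolute log_2_FC of 0.7, 24 genes were lower in *tcf21-/-* EpiCs, against the paper's about 270 in Fig. 4C, read by eye. Of the secreted factor genes, 1 was called, against the paper's about 7 in Fig. 4C, read by eye. Of the alternatives set before the data were examined, none of those run closed either gap, with highest counts of 83 (library quality weights) and 2. The paper's calls came from DESeq2, which was planned as an alternative here but not run. Whether the different test accounts for the gaps is therefore open.

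The normalized enrichment score in *tcf21-/-* CMs was −3.20 for the mitochondrion genes, against the paper's about −2.2 in Fig. S5F, read by eye, and −3.71 for the ribosome genes, against the paper's about −2.2 in Fig. S5F, read by eye. The alternatives were not run on these scores.

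The paper states that *fgf24* and *vegfaa* are significantly lower in *tcf21-/-* EpiCs and that other FGF and VEGF ligand genes are not. *fgf24* (*P*_adj_=0.533, 0.136 to 0.622 across the settings) and *vegfaa* (*P*_adj_=0.153, 0.0529 to 0.558) were not called under any setting. The paper's calls came from DESeq2, which was not run here. The paper also measured both genes by RT-qPCR in dissected hearts and describes them as downregulated in *tcf21-/-* hearts (Fig. S6). Those data were not analysed here. *vegfba* (*P*_adj_=0.149, 0.0178 to 0.339) was called with pseudocount 5 and after quantile normalization. The groups overlapped for *fgf10a*, which the paper lists as lower (log_2_FC −0.59).

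Fig. 4C also shows *csf1b* as lower, which was not called here (*P*_adj_=0.0572) but was with pseudocount 5, after quantile normalization, without the trend and with library quality weights. *cxcl14*, *angptl6* and *tdgf1* of the same diagram were called under no setting. *hapln1b*, named by the paper as lower, was called with library quality weights and without either *tcf21+/+* CM replicate. *hcfc2*, *pdgfra* and *hhip* of Fig. 4B were not called higher in EpiCs; with pseudocount 5 or without either *tcf21-/-* CM replicate, 55 of the 56 genes were called.

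The paper describes *fgfr4* as highly expressed in CMs. Its values were 478 and 542 in *tcf21+/+* CMs and 6714 and 6325 in *tcf21+/+* EpiCs. The paper states that *postna*, *has* genes, further collagen genes and metalloproteinase genes are higher in *tcf21-/-* EpiCs; of these, 0 were called, with 0 of 4 *postna* and *has* genes, 2 of 38 collagen genes and 3 of 38 metalloproteinase genes higher at an unadjusted *P* under 0.05.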

Other observations

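The tests on read start positions, on other splits of the libraries and on clock genes were chosen before their results were seen, and the others in this part only afterwards.

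Some abundant genes held near-constant read numbers in all 8 libraries. *jun* (ENSDARG00000043531), for example, held from 3440 to 3632 estimated reads, against deposited values from 2819 to 5411. A ceiling that leaves less spread between replicates than counting noise would give many genes an index under 0.1 (the squared difference of 2 replicates over what counting noise gives, averaged over the groups). Among genes with a mean of at least 2000 estimated reads, 1.2% had such an index. Counting noise alone gives about 1.8%, but this level does not decide for or against a ceiling, since most of these genes varied more, with a median index of 30.17 in estimated reads and 38.82 in deposited values. The share was 0.08% at a mean of 10 to 100 estimated reads, 0.06% at 100 to 300, 0.2% at 300 to 1000 and 0.48% at 1000 to 2000, while in deposited values it was 0% from 100 estimated reads up. If reads that share a start position and a strand had been counted once, no gene would hold more than 1 read per position and strand. The highest number was 0.964, 0 of 21286 genes were over 1, and 45 short abundant genes had a median of 0.78. Positions were counted over the whole span of a gene, so that a long gene could hardly pass 1 in any case. Reads counted once per start position are therefore a candidate explanation, and no biological explanation was tested. Whether reads were so counted is not stated in the methods.

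The cytosolic ribosomal protein genes were lower in *tcf21-/-* CMs by a median log_2_FC of −0.33. In estimated reads without scaling the median was −0.038, which does not tell the library factors from a true difference, since leaving the factors out moves every gene by about the same. The SD of the set median between CM replicates was 0.025 in estimated reads and 0.285 in deposited values, while for all genes tested it was 0.365 and 0.062. The read numbers of these genes did not follow the library factors. The factors alone would move a gene with constant reads by −0.294, 88.6% of the median log_2_FC of −0.33. Most of the lower values may therefore come from the factors.

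For the mitochondrial ribosomal protein genes, the same SD was 0.059 in estimated reads and 0.286 in deposited values. In estimated reads the median difference was −0.243 with 74 of 76 genes lower. The factors alone would move a gene with constant reads by −0.294, 54.7% of the median log_2_FC of −0.54, so that they may account for a part of the lower values but could not account for all. Cyclic loess normalization left −0.536, which settles nothing because it also left the cytosolic ribosomal protein genes at −0.325. Against *tcf21+/+* CM replicate 2 alone, the 2 *tcf21-/-* CM libraries differed by −0.193 and −0.293, and without *tcf21+/+* CM replicate 1 the median log_2_FC was −0.233. For the rest, a lower expression in *tcf21-/-* CMs cannot be told apart from a difference between single libraries with 2 replicates per group.

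Globin genes differed between libraries of 1 group, with totals of 481 and 10 in *tcf21-/-* CMs, 28 and 612 in *tcf21+/+* CMs, 10 and 613 in *tcf21-/-* EpiCs, and 44 and 18 in *tcf21+/+* EpiCs. Erythrocyte RNA in single libraries would make the other erythrocyte markers follow the globin total. Over the 8 libraries the Spearman correlation was 0.263 (permutation *P*=0.523) and the Pearson correlation 0.327 (permutation *P*=0.41), or 0.657 without the 2 farthest libraries, which leaves this open.

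*fgfr4* was lower in *tcf21-/-* CMs. If EpiC RNA in the *tcf21+/+* CM libraries were the source, epicardial markers would fall with it, but 2 of 12 listed epicardial markers, *tcf21* among them, were lower in both *tcf21-/-* CM libraries (chance 16.7%). *fgfr4* in CMs was 7.82% of its value in EpiCs in *tcf21+/+* and 2.23% in *tcf21-/-* libraries, where the median of the markers was 2.1% and 1.32%. Sequence variants and library batches were not tested, so that a lower expression in *tcf21-/-* CMs remains a hypothesis.

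With 2 libraries per group there are 3 splits of the 4 libraries of a cell type into pairs, too few for a share under 0.05. For CMs, 1 of the 3 splits, the real one, gave 59 or more genes past the thresholds, and the others 8 and 9. For EpiCs, 1 of the 3 splits gave 31 or more, and the others 0 and 0, with 342 and 369 genes at an unadjusted *P* under 0.05 against 1360.

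At an unadjusted *P* under 0.01 in both cell types, 32 genes differed by genotype in the same direction (20 higher, 12 lower in *tcf21-/-*) and 7 in opposite directions. Over the other 8 of 9 pairs of splits the highest number was 0, and 9 pairs are too few to rule out chance. Of the 32 genes, 5 lie on chromosome 23, where *tcf21* is (15.6%, against 3.8% of the other genes): *ada*, *rca2.2*, *noc2l*, *esyt1a* and *atp6ap1b*, from 5.4 to 8.4 Mb away. Fisher's exact test gave *P*=0.00703, and 0.176 after adjustment over 25 chromosomes. Sequence around *tcf21* that differs between the genotypes may account for these 5 genes, but the test does not establish it. *per2* and *cry1a*, which were higher in both *tcf21-/-* cell types, prompted a comparison of 12 dawn and 7 dusk clock genes, these 2 genes left out. Another time of day at dissection would shift dawn and dusk genes in opposite directions in both cell types. The dawn and dusk medians were 0.15 and 0.18 in EpiCs and 0.28 and 0.61 in CMs, differences of −0.03 and −0.33. The spread of these medians was not measured, so that another time of day is not ruled out. The genotype itself was not told apart from these explanations, nor from the different parents of the *tcf21+/+* and *tcf21-/-* larvae.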
